# Cell-type specialization is encoded by specific chromatin topologies

**DOI:** 10.1038/s41586-021-04081-2

**Published:** 2021-11-17

**Authors:** Warren Winick-Ng, Alexander Kukalev, Izabela Harabula, Luna Zea-Redondo, Dominik Szabó, Mandy Meijer, Leonid Serebreni, Yingnan Zhang, Simona Bianco, Andrea M. Chiariello, Ibai Irastorza-Azcarate, Christoph J. Thieme, Thomas M. Sparks, Sílvia Carvalho, Luca Fiorillo, Francesco Musella, Ehsan Irani, Elena Torlai Triglia, Aleksandra A. Kolodziejczyk, Andreas Abentung, Galina Apostolova, Eleanor J. Paul, Vedran Franke, Rieke Kempfer, Altuna Akalin, Sarah A. Teichmann, Georg Dechant, Mark A. Ungless, Mario Nicodemi, Lonnie Welch, Gonçalo Castelo-Branco, Ana Pombo

**Keywords:** Data integration, Gene regulation, Nuclear organization, Genetics of the nervous system, Regulatory networks

## Abstract

The three-dimensional (3D) structure of chromatin is intrinsically associated with gene regulation and cell function^1–3^. Methods based on chromatin conformation capture have mapped chromatin structures in neuronal systems such as in vitro differentiated neurons, neurons isolated through fluorescence-activated cell sorting from cortical tissues pooled from different animals and from dissociated whole hippocampi^4–6^. However, changes in chromatin organization captured by imaging, such as the relocation of *Bdnf* away from the nuclear periphery after activation^7^, are invisible with such approaches^8^. Here we developed immunoGAM, an extension of genome architecture mapping (GAM)^2,9^, to map 3D chromatin topology genome-wide in specific brain cell types, without tissue disruption, from single animals. GAM is a ligation-free technology that maps genome topology by sequencing the DNA content from thin (about 220 nm) nuclear cryosections. Chromatin interactions are identified from the increased probability of co-segregation of contacting loci across a collection of nuclear slices. ImmunoGAM expands the scope of GAM to enable the selection of specific cell types using low cell numbers (approximately 1,000 cells) within a complex tissue and avoids tissue dissociation^2,10^. We report cell-type specialized 3D chromatin structures at multiple genomic scales that relate to patterns of gene expression. We discover extensive ‘melting’ of long genes when they are highly expressed and/or have high chromatin accessibility. The contacts most specific of neuron subtypes contain genes associated with specialized processes, such as addiction and synaptic plasticity, which harbour putative binding sites for neuronal transcription factors within accessible chromatin regions. Moreover, sensory receptor genes are preferentially found in heterochromatic compartments in brain cells, which establish strong contacts across tens of megabases. Our results demonstrate that highly specific chromatin conformations in brain cells are tightly related to gene regulation mechanisms and specialized functions.

## Abstract (web summary)

A new technique called immunoGAM, which combines genome architecture mapping (GAM) with immunoselection, enabled the discovery of specialized chromatin conformations linked to gene expression in specific cell populations from mouse brain tissues.

## Main

To explore how genome folding is related to cell specialization, we applied immunoGAM to mouse brain tissue slices and analysed three cell types with diverse functions (Fig. 1a): oligodendroglia (oligodendrocytes and their precursors (OLGs)) from the somatosensory cortex; pyramidal glutamatergic neurons (PGNs) from the cornu ammonis 1 (CA1) of the dorsal hippocampus; and dopaminergic neurons (DNs) from the ventral tegmental area (VTA) of the midbrain. OLGs are important for neuronal myelination and circuit formation^11^, whereas PGNs are important for temporal and spatial memory formation and consolidation^12^, and DNs are activated during cue-guided reward-based learning^13^. Publicly available GAM data from mouse embryonic stem (mES) cells^9^ were used for comparison (Supplementary Table 1).

**Fig. 1:**
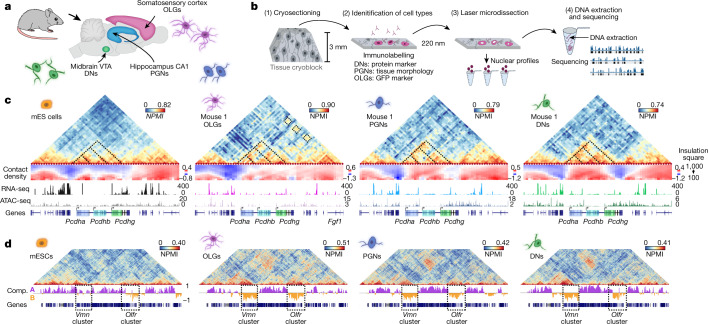
ImmunoGAM captures cell-type-specific chromatin contacts in the mouse brain. **a**, ImmunoGAM was applied to three brain cell types: OLGs, DNs and PGNs (one independent biological replicate for OLGs and two replicates for DNs and PGNs). **b**, Schematic of the ImmunoGAM workflow. OLGs were selected by immunolabelling with GFP, DNs with tyrosine hydroxylase and PGNs using tissue morphology. Nuclear profiles were laser microdissected, each from a single cell, with three collected together, as described for multiplex-GAM^9^. **c**, Example of cell-type-specific contact differences at the *Pcdh* locus (chromosome 18: 36–39 Mb). GAM matrices represent co-segregation frequencies of 50-kb genomic windows using normalized pointwise mutual information (NPMI). Dashed lines illustrate cell-type differences. NPMI scales range between 0 and 99th percentile per cell type. Contact density heatmaps represent insulation scores using 100–1,000 kb square sizes. RNA-seq and ATAC-seq tracks represent normalized pseudobulk reads from scRNA-seq and scATAC-seq﻿, respectively, except for bulk ATAC-seq from mES cells. **d**, Strong contacts between *Vmn* and *Olfr* receptor gene clusters on chromosome 17 (0–60 Mb) within B compartments (Comp.), separated by ~35 Mb, are observed in brain cells but not in mES cells. Compartments A and B were classified using normalized PCA eigenvectors^2^. Source data

We selected cell types from brain tissue slices by immunofluorescence with cell marker antibodies before genomic extraction (Fig. 1b). A detailed flowchart of immunoGAM quality control (QC) measures and normalization is shown in Extended Data Fig. 1a–d and Supplementary Table 2. GAM contact matrices, each from about 850 cells, had low biases in GC content and mappability (Extended Data Fig. 2a–c). We calculated local contact densities and topological domains using the insulation square method^14^, and calculated compartments associated with open chromatin (compartment A) and closed chromatin (compartment B) using principal component analysis (PCA)^2^ (Supplementary Tables 3–5).

As an example of cell-type-specific organization, we considered the *Pcdh* locus, which contains three clusters of cell adhesion genes (*Pcdha*, *Pcdhb* and *Pcdhg*) and occupies two topologically associating domains (TADs) in mES cells, as previously described^15^ (Fig. 1c, see Extended Data Fig. 3a for replicates). Mapping contact densities using 100–1,000 kb insulation squares showed that the locus is generally open above 500 kb. Higher expression of *Pcdha* and *Pcdhb* coincides with increased long-range contacts between the three clusters in neurons^16^ and OLGs^17^ and with additional long-range contacts with the highly expressed *Fgf1* gene in OLGs. We also discovered contacts spanning tens of megabases in brain cells. For example, strong contacts connected two regions approximately 3- and 5-Mb wide, separated by 35 Mb, which contained clusters of vomeronasal (*Vmn*) and olfactory (*Olfr*) receptor genes (Fig. 1d, see Extended Data Fig. 3b for replicates). Thus, the application of immunoGAM in specific brain cell types reveals large rearrangements in 3D chromatin architecture at short-range and long-range genomic lengths.

To further investigate how cell-type-specific 3D genome topologies relate to gene expression and chromatin accessibility, we produced or collected published single-cell RNA sequencing (scRNA-seq) data and single-cell assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq) data from mES cells, the cortex, the hippocampus and the midbrain (Methods, Extended Data Fig. 4, Supplementary Table 6). 

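For DNs, the ATAC-seq data analysed here are the accessible peaks that the authors called from snATAC-seq of the midbrain VTA, the ventral tegmental area where dopaminergic neurons lie. In snATAC-seq, a transposase inserts sequencing adaptors into open chromatin within isolated nuclei, and a barcode marks the nucleus of origin of each fragment. The nuclei came from 2 libraries of male mice, aged 7 weeks for replicate 1 and 9 weeks for replicate 2, which gave 113 and 103 nuclei in the DN cluster. The authors mapped the reads to mm10 with cellranger-atac 1.2.0, and used ArchR 0.9.1 to remove doublets, nuclei with a TSS enrichment score below 4 and nuclei with fewer than 2500 unique fragments. Both libraries went into 1 peak list with positions only, without a score, a height or a count per peak. The list holds 55326 peaks on the 19 autosomes and the X chromosome, each 500 bp wide and none overlapping another, which together cover 27.7 Mb, or 1.05% of the length of these chromosomes. The paper gives a depth of 8939526 fragments for DNs, equal to 41387 fragments for each of the 216 nuclei on average, and this depth limits which peaks could be called. Because the libraries are pooled, no value here has a spread between replicates, and no p-value is given across genes. Gene lists are described by the percentile of their median among 10000 random lists of genes of the same size instead. A peak was counted for a gene or window when it overlapped by at least 1 bp, and positions were compared with GRCm38, the assembly that mm10 is, and with GENCODE M21 genes. The bulk ATAC-seq of mES cells and the published ATAC-seq of OLGs and PGNs were not analysed here.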

After selecting cell populations equivalent to those captured by immunoGAM, we compiled cell-type-specific pseudobulk RNA-seq and ATAC-seq datasets.

## TADs extensively rearrange between cell types

Complex and extensive cell-type-specific changes in TAD-level contacts were frequent, for example, at a 4-Mb region that contains *Scn* genes that encode sodium voltage-gated channel subunits (Fig. 2a, see Extended Data Fig. 5a for replicates). We obtained a total of approximately 2,300 TADs ﻿across cell types, with a median length of about 1 Mb, which is in line with previous reports^6^ (Extended Data Fig. 5b). Although pairwise comparisons of TAD border positions confirmed previous levels of conservation^4,6^ (78–89%; Extended Data Fig. 5c), multiway comparisons showed high cell-type specificity (Fig. 2b, see Extended Data Fig. 5d for sparser combinations). One-third of the borders were unique and significantly more insulated in other cell types (Extended Data Fig. 5e), with some variability noted between biological replicates (59–65%) (Extended Data Fig. 5f). By contrast, only 8% of the total set of borders was shared by brain cells and 14% by all cell types. Shared borders showed significantly stronger insulation in brain cells than in mES cells (Extended Data Fig. 5g), which suggests that there is structural stabilization after terminal differentiation. Unique boundaries often contained expressed genes (52–55% in brain cells, 38% in mES cells) (Extended Data Fig. 5h) and genes with enriched Gene Ontology (GO) terms relevant to the specialized cell type (Fig. 2c, Supplementary Table 7), such as ‘membrane depolarization’ and ‘cognition’ in PGNs or genes important for dopaminergic differentiation and dopamine synthesis in DNs.

**Fig. 2:**
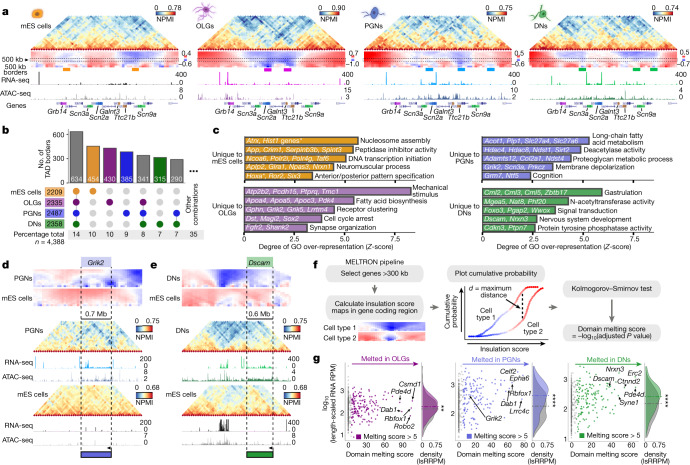
Chromatin domains rearrange extensively in brain cells, notably at long genes that undergo melting events. **a**, Example of cell-type-specific contacts at genomic regions (chromosome 2: 64.3–67.3 Mb) with differential expression. Dashed boxes represent 500 kb insulation scores used to determine TAD boundaries (indicated with coloured boxes below). Replicate 1 is shown for brain cells. **b**, UpSet plots representing multiway TAD boundary comparisons show extensive cell-type specificity. Boundaries were defined as 150 kb genomic regions centred on the lowest insulation score windows and were considered different when separated by >50 kb edge-to-edge. **c**, Cell-type-specific borders contain genes with GO terms relevant for cell functions. The top four GO terms were the most enriched, and the fifth was selected (over-representation measured by *Z*-score; one-sided Fisher’s exact permuted *P* values < 0.01). Asterisk indicates multiple *Hist1* genes. **d**, **e**, *Grik2* and *Dscam* overlap with cell-type-specific TAD borders and extensively decondense, or ‘melt’, in PGNs and DNs, respectively. **f**, The MELTRON pipeline was applied at long genes (>300 kb, 479 genes) to determine melting scores from contact density maps that represent insulation score values using 100–1,000 kb squares. Genes were considered to melt if the melting score computed across their coding region was >5 (*P* < 1 × 10^−5^; one-sided Kolmogorov–Smirnov testing using maximum distances between distributions). **g**, Melting associates with higher expression, especially in PGNs and DNs (two-sided Wilcoxon rank-sum test; **P < 0.01, ****P < 0.0001; *P* values from left to right, *P* = 3.5 × 10^−3^, *P* = 1.8 × 10^−8^, *P* = 8.3 × 10^−6^). lsRRPM, length-scaled RNA reads per million; RPM, reads per million. Source data

## Long neuronal genes melt in brain cells

Many neuronal genes involved in specialized functions are long (>300 kb) and produce many isoforms owing to complex RNA processing^18^. Chromatin reorganization was most apparent at long genes in both PGNs and DNs (Fig. 2d, e). For example, *Grik2* loses contact density in PGNs compared to mES cells, especially around the transcription start site (TSS) and transcription end site (TES) (Fig. 2d). By contrast, *Dscam* decondenses across its entire gene body in DNs (Fig. 2e). To assess whether decondensation relates to the expression of long genes, we compared the insulation of the most and least expressed long genes (Extended Data Fig. 5i). Highly expressed genes were significantly less insulated at TSSs and TESs and throughout gene bodies in both DNs and PGNs, but not in OLGs or mES cells. The general contact loss at highly expressed long neuronal genes is reminiscent of the decondensation, or ‘melting’, observed by microscopy at polytene chromosome puffs^19^ or tandem gene arrays^20^.

To detect melting genome-wide in an unbiased manner, we devised the MELTRON pipeline. MELTRON calculates a ‘melting score’ as the significant difference between cumulative probabilities of insulation scores across a range of genomic scales (100–1,000 kb) between two cell types and within regions of interest, here defined as all (479) long genes (Fig. 2f). We found 120–180 melting genes with melting scores of >5 (Kolmogorov–Smirnov test, *P* < 1 × 10^−5^) between brain cells and mES cells (Fig. 2g, Supplementary Table 8). *Grik2* had melting scores of 12 and 26 in PGNs (replicates 1 and 2, respectively), whereas *Dscam* had scores of 38 and 50 in DNs (replicates 1 and 2, respectively) and *Magi2* had a score of 73 in OLGs (Extended Data Fig. 6a, b). Melting scores in the PGN and DN replicates correlated well (Extended Data Fig. 6c).

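In DNs, accessible peaks were counted over the 479 long genes of Supplementary Table 8, of which 143 have a melting score above 5 in DNs R1 and 336 do not. Long genes held a median of 7 peaks, and 12 of them held none. The median density was 18.5 peaks per Mb of gene body in melting genes (quartiles 10.9 and 33.5) and 11.9 peaks per Mb in the other long genes (quartiles 6.60 and 20.3), a ratio of 1.56. Of the 143 melting genes, 99 (69.2%) had a higher density than the median of the other genes. Among 10000 random lists of 143 long genes with the same distribution over quartiles of gene length, medians lay between 11.7 and 15.2 peaks per Mb for 95% of the lists, and the median of the melting genes was at the 100th percentile. The alternative that moved the ratio most compared the 95 genes melting in both DN replicates with the 253 melting in neither, and gave 23.2 against 10.5 peaks per Mb, a ratio of 2.22. The density also differed between genes that melt in one neuron type only. The 32 genes that melt in both DN replicates and in neither PGN replicate had a median of 27.2 DN peaks per Mb, whereas the 14 genes with the reverse pattern had 10.4. This ratio of 2.61 was at the 99.9th percentile of 10000 random splits of the same genes. Across the 479 genes, which are not independent replicates, peak density had a Spearman correlation of 0.88 and a Pearson correlation of 0.90 with the paper's length-scaled ATAC measure (lsARPM) in DNs. Peaks and lsARPM in DNs both come from the same DN data, so a high correlation between them is partly built in. With lsARPM in mES cells, PGNs and OLGs, the Spearman correlations were 0.61, 0.58 and 0.22, and the Pearson correlations 0.63, 0.57 and 0.27. By the paper's fragment totals, mES cells (bulk ATAC-seq) have the most fragments, then PGNs, then OLGs. The order of the correlations follows this depth, so it does not rank the cell types by likeness to DNs. With the melting score in DNs R1, the Spearman correlation was 0.27 and the Pearson correlation 0.17. These are 5 of 13 correlations computed across the long genes. The 3 long genes with the highest density were *Gse1* with 192.7 peaks per Mb, *Rere* with 138.1 and *Myt1l* with 118.8. The paper's melting scores for these genes in DNs R1 are 6.20, 7.61 and 0, and in DNs R2 they are 4.46, 23.2 and 23.0, so that only *Rere* is above 5 in both replicates. *Cdh12*, *Zfp804b* and *Iqcm*, the longest of the 12 genes without a peak, are all in compartment B in DNs R1, and the paper gives *Zfp804b* a melting score of 36.5 in DNs R1 and 0 in DNs R2.

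**Figure D1:**
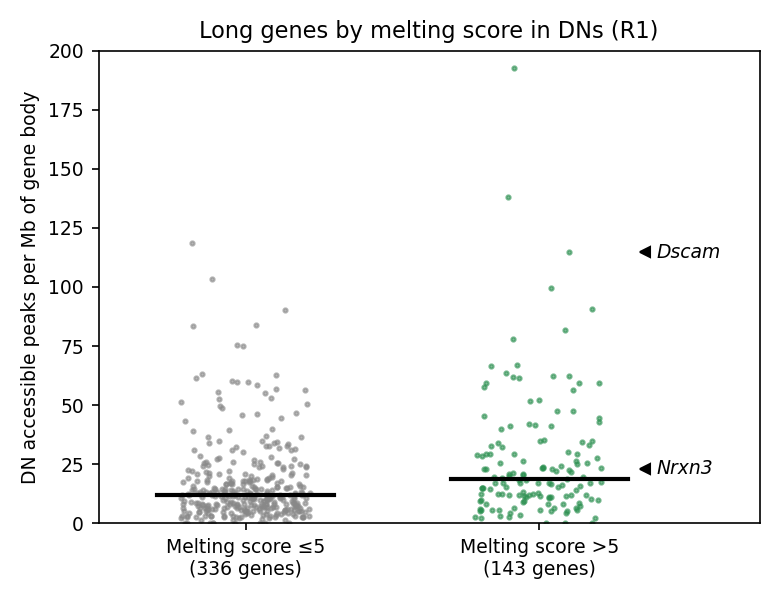
Density of DN accessible peaks, in peaks per Mb of gene body, for the 336 long genes with a melting score of at most 5 in DNs R1 and the 143 with a higher score. Each point is a gene and each black line the median of its group, 11.9 and 18.5 peaks per Mb, and the arrowheads mark the values of *Dscam* (114.8) and *Nrxn3* (22.9).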

Melting genes were significantly more transcribed and showed higher chromatin accessibility than non-melting long genes, especially in PGNs and DNs (Fig. 2g, Extended Data Fig. 6d–f). Of interest, many top (3%) melting genes (24 out of 44) are sensitive to topoisomerase I inhibition in ex vivo neuronal cultures^21^, which was in contrast to 16% (42 out of 261) with intermediate melting scores or 16% of non-melting genes (Extended Data Fig. 6g). This result suggests that extensive melting of long genes is associated with the resolution of topological constraints^21^. Meltinggenes often belonged to compartment A in both mES cells and the corresponding brain cell (43–58%), especially when highly transcribed in both cell types (Extended Data Fig. 6h). Genes melting in OLGs and DNs were less likely to be lamina-associated or nucleolus-associated in mES cells, whereas PGNs did not show any preferred association (Extended Data Fig. 6i, j). Therefore, melting of long genes is not trivially associated with a transition from a heterochromatic state in mES cells to open chromatin in brain cells, although such events can occur (for example, *Magi2* in OLGs or *Dscam* in DNs) (Supplementary Table 8).

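*Dscam* spans 583.7 kb on the minus strand of chromosome 16 (96587453 to 97171113, mm10) and held 67 DN accessible peaks. Its density of 114.8 peaks per Mb ranked 4 among the 479 long genes, and its lsARPM in DNs ranks 3 in the paper's table. *Dscam* has melting scores of 37.8 and 49.7 in the DN replicates and is in compartment A in DNs R1, as listed by the paper. Compartment membership in DNs and peak density went together across long genes, with a median of 15.3 peaks per Mb in the 330 genes in compartment A and 7.55 in the 127 genes in compartment B. Within compartment A, the 109 melting genes had a median of 21.4 peaks per Mb and the other genes 13.2. Within compartment B, the median was 11.6 peaks per Mb in 28 melting genes and 7.37 in 99 other genes. *Magi2*, which the paper names for OLGs, had 18.2 DN peaks per Mb (27 peaks, rank 171), and *Grik2*, which it names for PGNs, had 5.74 (4 peaks, rank 393). Both also melt in DNs by the paper's scores, 22.5 and 27.3 in the DN replicates for *Magi2* and 14.7 and 14.2 for *Grik2*, so that *Grik2* is a gene melting in DNs with a peak density below the median of the genes that do not melt.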

We next examined in more detail melting in neurexin 3 (*Nrxn3*) and RNA binding Fox 1 homologue 1 (*Rbfox1*) genes, both of which are highly sensitive to topoisomerase I inhibition^21^. *Nrxn3* encodes a membrane protein involved in synaptic connections and plasticity. In mES cells, *Nrxn3* spans two TADs with high contact density, localizes in compartment B and associates with the nuclear lamina and the nucleolus. 

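*Nrxn3* lies on the plus strand of chromosome 12 from 88722702 to 90334935 (mm10), a length of 1.61 Mb, and held 37 DN accessible peaks. The peak from 88722647 to 88723146 covers the start of the gene as the paper lists it, where the basic GENCODE M21 annotation has no TSS. By that annotation, the centre of 1 other peak lies within 1 kb of a TSS and that of 1 in an exon. With the gene divided into 3 parts of equal length, 17 peaks fell in the first part, 10 in the middle part and 10 in the last part, and the median distance between neighbouring peaks was 27.8 kb. The density of 22.9 peaks per Mb was higher than that of the 479 long genes as a whole, which had a median of 13.1, and ranked 133 among them. By the paper's own values for DNs, *Nrxn3* ranks 110 in lsARPM and 5 in its length-scaled RNA measure (lsRRPM). In the rest of the region between 87.6 and 92.4 Mb, 24 peaks gave a density of 7.53 peaks per Mb. *Rbfox1*, on chromosome 16, held 20 DN peaks at the median density of the long genes, 13.1 peaks per Mb, and has melting scores of 0 in both DN replicates in the paper's table.

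**Figure D2:**
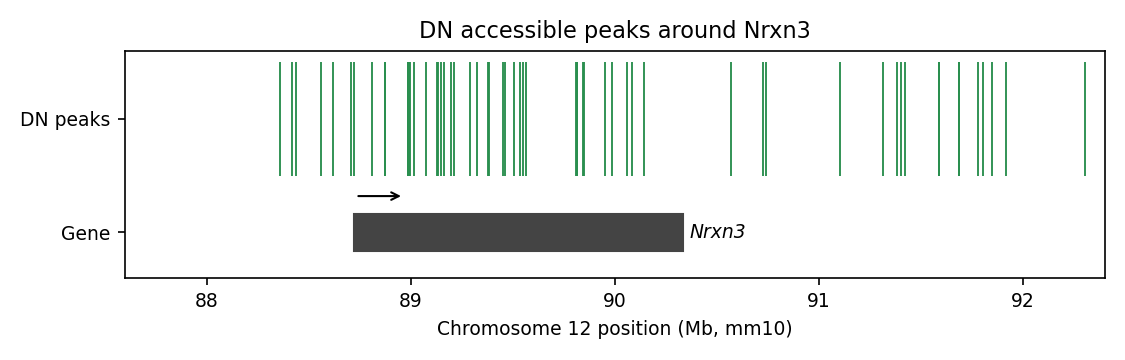
Map of chromosome 12 from 87.6 to 92.4 Mb (mm10), with the 61 DN accessible peaks of the region as green lines and the *Nrxn3* gene body as a bar, the arrow giving the direction of transcription. The 37 peaks within the gene are spread over its length, with the longest distance between neighbours at 245.7 kb.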

In DNs, *Nrxn3* extensively melts (replicate scores of 48 and 49), is highly transcribed and accessible and belongs to compartment A (Fig. 3a, see Extended Data Fig. 7a for all cell types and replicates). *Rbfox1* encodes a RNA-binding protein that regulates alternative splicing. In mES cells, *Rbfox1* lies within a dense contact domain in compartment A, has very low expression and low chromatin accessibility. It also has nucleolar-associated domain and partial lamina-associated domain memberships. *Rbfox1* extensively melts in PGNs (scores of 65 and 39), which coincides with its highest expression and high accessibility in these cells (Fig. 3b, Extended Data Fig. 7b).

**Fig. 3:**
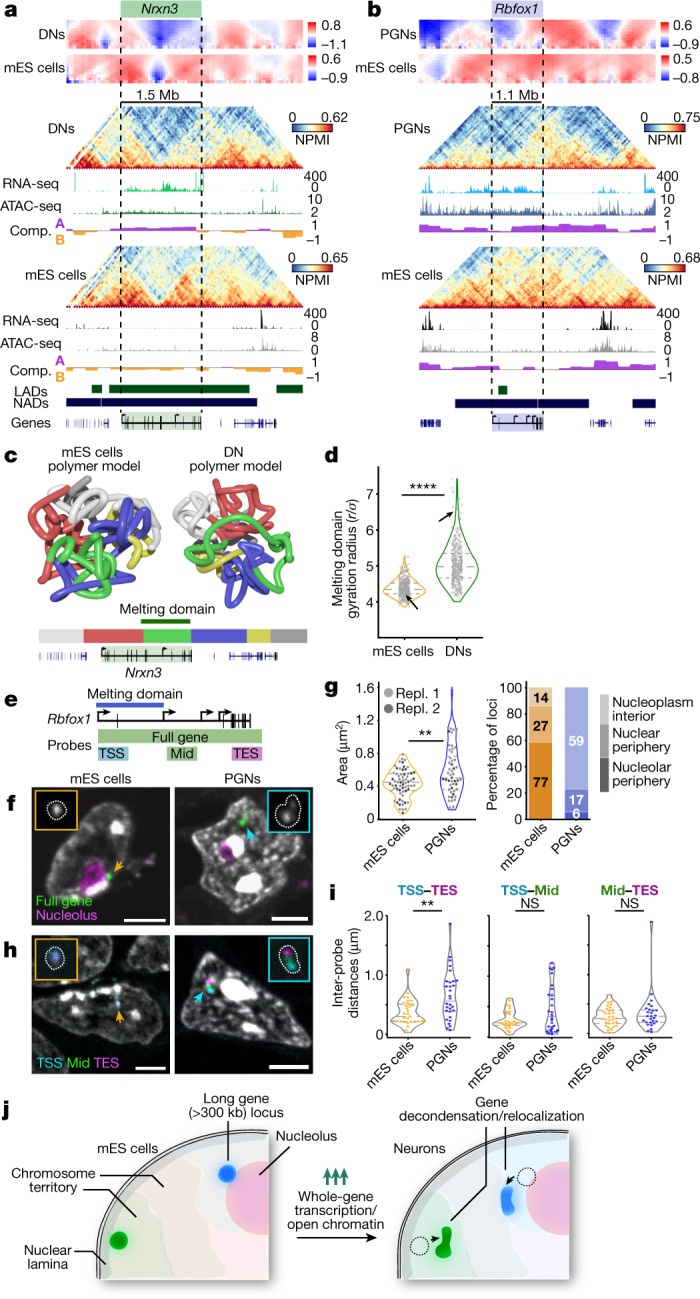
Extensive decondensation and relocalization of highly expressed long neuronal genes. **a**, **b**, Examples of two melting genes. *Nrxn3* occupies two dense TADs in mES cells but melts in DNs where it is most highly expressed and accessible (**a**; chromosome 12: 87.6–92.4 Mb). *Rbfox1* is highly condensed in mES cells and melts in PGNs where it is highly expressed and accessible (**b**; chromosome 16: 4.8–9.8 Mb). Compartment tracks are shown for each cell type, and published lamina-associated domains (LADs^47^) and nucleolus-associated domains (NADs^48^) for mES cells. **c**, Polymer models show extensive *Nrxn3* melting in DNs compared to mES cells. Colour bars shows DN domain positions. **d**, Gyration radii of green melting domains are significantly higher in DNs than in mES cells (****P = 1.1 × 10^−92^; two-sided Mann–Whitney test, *n* = 450). Arrows indicate positions of exemplar models. **e**, Genomic regions covered by cryo-FISH probes across the entire *Rbfox1* gene, or targeting the gene TSS, middle of the coding region (Mid) or TES (Supplementary Table 11 contains the probe list). **f**, *Rbfox1* (pseudocoloured green) occupies small, rounded foci in mES cells, often at the nucleolus periphery (immunostained for nucleophosmin 1, ref. ^49^; pseudocoloured purple). In PGNs, *Rbfox1* occupies larger, decondensed foci away from nucleoli. Arrows indicate *Rbfox1* foci in mES cells (orange) and PGNs (blue). Scale bars, 3 μm. **g**, *Rbfox1* occupies significantly larger areas in PGNs than in mES cells (**P = 0.008; two-sided Mann–Whitney test; two experimental replicates (Repl. 1 and Repl. 2) with *n* = 13, 39 and 38, 25 respectively). Most *Rbfox1* foci localize at the nucleolar periphery in mES cells, but away from the nucleolus in PGNs. **h**, Cryo-FISH experiments that target TSS, Mid and TES regions of *Rbfox1* (pseudocoloured cyan, green, purple) show extensive separation in PGNs compared with mES cells. Arrows indicate *Rbfox1* foci in mES cells (orange) and PGNs (blue). Scale bars, 3 μm. **i**, The TSS and TES regions of *Rbfox1* are significantly more separated in PGNs than mES cells (two-sided Mann–Whitney test; **P < 0.01; from left to right, *P* = 0.003, *P* = 0.179, *P* = 0.331; NS, not significant). **j**, Schematics summarizing the melting of long genes in neurons, which is accompanied by locus relocalization away from repressive nuclear landmarks. Source data

To further understand the melting process in the *Nrxn3* region, we used a polymer-physics-based approach^22^ to generate ensembles of 3D models in mES cells and DNs from GAM matrices (Fig. 3c, Supplementary Tables 9 and 10). 3D models were validated by reconstructing in silico GAM matrices (Extended Data Fig. 7c). mES cell models showed intermingled globular domains, including the green and red domains that contain *Nrxn3* (Supplementary Video 1, see Extended Data Fig. 7d for additional examples). In DNs, the melted green domain becomes highly extended and has high gyration radii (Fig. 3c, d, Supplementary Video 2), while the upstream (grey) and downstream (blue) domains condense (Fig. 3a, Extended Data Fig. 7e).

Next, we applied fluorescence in situ hybridization on cryosections (cryo-FISH)^2,23^ to visualize *Rbfox1* in mES cells and PGNs (Fig. 3e, Supplementary Table 11). In mES cells, a fluorescence-labelled probe across *Rbfox1* revealed circular foci (average area of 0.44 ± 0.17 μm^2^, mean ± s.d.) often localized at the nucleolar surface (59%) or the nuclear periphery (27%; Fig. 3f, g, Extended Data Fig. 7f). In PGNs, *Rbfox1* decondensed and elongated with significantly high areas (0.59 ± 0.31 μm^2^; Mann–Whitney test, *P* < 0.01) and localized to the nucleoplasm interior (77%). Using specific probes for the TSS, the middle and the TES of *Rbfox1* revealed increased separation between the TSS and the TES in PGNs compared to mES cells (Fig. 3h, i; 0.65 ± 0.41 μm and 0.37 ± 0.22 μm, respectively; Mann–Whitney test *P* < 0.01; Extended Data Fig. 7g).

The extensive changes in *Rbfox1* localization and condensation led us to ask whether melting is generally related to changes in intrachromasomal and interchromosomal contacts. We assessed this by comparing their *trans*–*cis* contact ratios (Methods). Melted genes had significantly lower *trans–cis* values (higher intrachromosomal contacts) in DNs and PGNs than in mES cells (Extended Data Fig. 8a–c), but not in OLGs or in non-melting long genes (Extended Data Fig. 8a, d). Of note, *Rbfox1* had a higher *trans–cis* ratio in PGNs, whereas *Nrxn3* had a lower *trans–cis* ratio in DNs (Extended Data Fig. 8e, f). Decreased *trans–cis* ratios of melting genes in DNs or PGNs were independent of NAD association in mES cells (Extended Data Fig. 8g), whereas non-melting genes with low *trans–cis* values were generally associated with NADs in mES cells (Extended Data Fig. 8h).

Together, polymer modelling from GAM data and single-cell imaging highlight that domain melting is a previously unappreciated topological feature of very long genes. Domain melting occurs when genes are highly expressed, or highly accessible, in brain cell types, and the process is robustly captured by immunoGAM (Fig. 3j). The decondensation of long genes in brain cells relative to mES cells often coincides with extensive reorganization of their chromosomal contacts, preferentially alongside increased intrachromosomal contacts.

## Differential hubs of expressed genes

To explore how extensive chromatin rearrangements relate to changes in *cis*-regulatory elements and expressed genes, we extracted the top (5%) most differential contacts between PGNs and DNs within 5 Mb (ref. ^9^) (Fig. 4a, a detailed pipeline is provided in Extended Data Fig. 9a). 

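The DN accessible peaks fell in 21779 windows of 50 kb, which is 42.6% of the 51145 windows between the first and last peak of each chromosome. In windows with a peak, peaks covered 1270 bp on average, or 1.27 kb, with a median of 1000 bp and quartiles of 500 and 1500 bp. Of these windows, 9867 (45.3%) held 1 peak. The window with the most covered sequence, on chromosome 19 from 6950001 to 7000000 (mm10), held 14856 bp of peaks. When windows without a peak were also counted, the mean fell to 541 bp. The source data of Extended Data Fig. 9b gives the number of peaks and covered bp per window, and 1999 of its 48362 windows were held here, for DNs on chromosome 1 and on chromosome 2 up to 49.4 Mb. The number of peaks and the covered bp were equal to the paper's values in all 1999 windows.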

We searched for binding motifs in accessible regions, which typically cover about 1.3 kb of the 50-kb contacting windows (Extended Data Fig. 9b), from differentially expressed transcription factors (TFs) that covered >5% of differential contacts (16 DN-specific and 32 PGN-specific TFs; Extended Data Fig. 9c, d, Supplementary Table 12). Out of 1,275 possible combinations of TF motif pairs, we prioritized 19 pairs (combinations of 14 TF motifs) that were most enriched in contacts of a given cell type or with a high ability to distinguish cell types (information gain; a full pipeline and criteria are provided in Extended Data Fig. 9e, f, and see Supplementary Table 13 for all TF pairs).

**Fig. 4:**
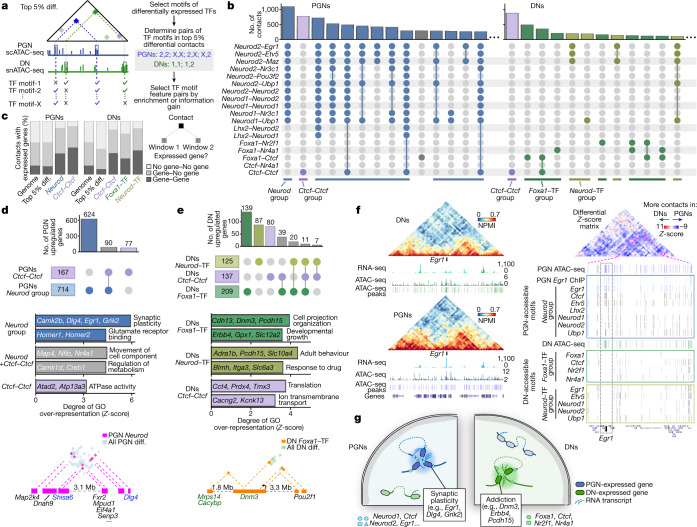
Neuron-specific genes establish specific contacts rich in putative TF-binding sites. **a**, GAM contacts from PGNs and DNs (mouse replicate 1) were normalized (*Z*-score) and subtracted to produce differential contacts matrices. The top 5% most differential contacts (top 5% diff.) ranged from 0.05 to 5 Mb. Contacts containing TF motifs within accessible chromatin on each contacting window were selected in the most (top five) enriched in PGNs or DNs or with the highest discriminatory power (information gain; Extended Data Fig. 9f). **b**, Multiple TF pairs coincide in the same PGN (left) or DN (right) differential contacts. The most abundant groups of contacts are shown for each cell type. **c**, Differential contacts with the most enriched combination TF feature pairs contain expressed genes in both windows. **d**, Differential contacts with the most abundant TF feature pairs in PGNs contain differentially expressed genes (top), with PGN-specific roles (middle; one-sided Fisher’s exact permuted *P* < 0.01). The top enriched GO terms show that differential contacts between PGN upregulated genes (bottom) contain genes upregulated in PGNs (blue) and other expressed genes. **e**, Differential contacts with the most abundant TF feature pairs in DNs contain differentially expressed genes (top) with DN-specific functions (middle; one-sided Fisher’s exact permuted *P* < 0.01). The top enriched GO terms show that differential contacts between DN upregulated genes (bottom) contain genes upregulated in DNs (green) and other expressed genes. **f**, Left, *Egr1* is highly expressed (chromosome 18: 33.7–36.0 Mb) and contacts with its downstream domain in PGNs compared with DNs. Right, the differential contact matrix shows increased PGN-specific contacts in the entire region surrounding *Egr1* (right). The *Egr1*-containing TAD (inset; chromosome 18: 34.65–35.85 Mb) has multiple putative TF-binding sites found within PGN-accessible regions, most notably surrounding the *Egr1* gene (grey dashed box), not found in DNs. **g**, Schematics summarizing the presence of genes related to synaptic plasticity in PGN-specific contacts and to drug addiction in DN-specific contacts, with accessible chromatin harbouring binding sites for differentially expressed TFs. Source data

We searched for differential contacts containing the most common TF-pair combinations (Fig. 4b, a full list is shown in Extended Data Fig. 9g). In PGNs, homodimers and heterodimers for *Neurod1* and/or *Neurod2* putative binding sites characterized the most abundant contacts, together with *Egr1*, *Etv5*, *Lhx2*, *Maz*, *Nr3c1*, *Pou3f2* and *Ubp1* (*Neurod* group; 5,572 contacts). In DNs, contacts containing *Neurod1* and *Neurod2* appeared as heterodimers (660 contacts). The most frequent TF-motif pair in DNs, and the second most in PGNs, is a *Ctcf* homodimer (892 and 781 contacts, respectively). The next most abundant DN-specific contacts contained *Foxa1* combined with *Ctcf*, *Nr2f1* or *Nr4a1* (*Foxa1–*TF group; 1,612 contacts). All groups spanned 0.05–5 Mb and captured strong contacts (Extended Data Fig. 10a, b). The selected differential contacts rarely coincided with two TAD borders (Extended Data Fig. 10c) and often involved compartment A windows (Extended Data Fig. 10d). Networks of differential contacts, built on the basis of motif co-occurrence using all 50 differentially expressed TFs, confirmed connectivity between multiple TF motifs in PGNs, and between *Foxa1* or *Neurod* and specific TFs in DNs (Extended Data Fig. 10e, f, Supplementary Table 14).

Many contacts in each TF-motif group contained expressed genes in both contacting windows (30–45% in DNs, 40–50% in PGNs) that were significantly above the genome-wide or top 5% contact frequencies (10–16%; Fig. 4c, Extended Data Fig. 10g). Many of these genes were differentially expressed between PGNs and DNs (1,490 and 975, respectively, out of 3,537 differentially expressed genes; Extended Data Fig. 10h). In PGN-specific contacts, both the *Neurod* and *Ctcf–Ctcf* groups contained PGN upregulated genes with GO terms related to synaptic plasticity (Fig. 4d). Two PGN upregulated genes, *Dlg4* (which is important for long-term potentiation^24^) and *Shisa6* (which prevents desensitization of AMPA receptors during plasticity^25^) were present within a hub of *Neurod* contacts that contained other activity-related genes, including *Map2k4* and *Dnah9* (see Extended Data Fig. 10i for the differential contact matrix). DN upregulated genes found with the *Foxa1–*TF (139 out of 1,844), the *Neurod*–TF (87) or the *Ctcf–Ctcf* (80) pair are involved in synaptic organization and addiction pathways (Fig. 4e). For example, *Dnm3* has altered protein expression in an alcohol-dependence paradigm^26^ and makes contacts containing the *Foxa1*–TF pair with *Mrps14* (downregulated after nicotine exposure^27^), *Cacynp* (upregulated following alcohol exposure^28^) and *Pou2f1* (a co-factor associated with alcohol dependence^29^) (see Extended Data Fig. 10j for the differential contact matrix). 

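The 4 genes lie on chromosome 1 (mm10), and the 17 windows of 50 kb that they overlap held 26 DN accessible peaks, in 11 of the windows. Counting a peak in each window that it overlaps, this is 1.59 peaks per window, against 1.09 over all windows between the first and last peak of each chromosome. The latter include windows without a gene, so this comparison does not set the 4 genes apart from other genes. With 2 kb upstream, percentiles among 500 protein-coding genes of similar length were 77 for *Dnm3*, 64.4 for *Mrps14*, 86.3 for *Cacybp* and 46.4 for *Pou2f1*. For *Dnm3*, of 495.6 kb, the compared genes range from 326.4 to 4435 kb. They include much longer genes, so its percentile is not matched on length as closely as the others. *Dnm3* (161982453 to 162478034, minus strand) overlaps 11 windows with 18 peaks, in 8 of the windows. *Mrps14* (160195215 to 160202170, plus strand) overlaps 2 windows with 5 peaks, the second of which also contains *Cacybp* (160202367 to 160212875, minus strand), written *Cacynp* in the paper, with 3 of these peaks. *Pou2f1* (165865154 to 166002678, minus strand) overlaps 4 windows, and its 3 peaks all lie in 1 window and within 1 kb of a TSS. The *Foxa1* motif model used in the paper was not used here. As a simpler measure, the forkhead consensus TRTTTAC, where R is A or G, was searched on both strands of the peaks. It occurred in 3 of the 26 peaks, or 11.5% (95% exact binomial confidence interval 2.45 to 30.2%), against 12.8% of all 55326 peaks, and the 3 peaks lie in the windows of *Dnm3*. At this number of peaks, a difference from all peaks was not detectable.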

Of note, *Egr1*, an immediate early gene upregulated in activated neurons^30^, establishes PGN-specific contacts containing accessible regions covered by *Egr1* and *Neurod* motifs (Fig. 4f, see Extended Data Fig. 10k for replicate data). *Egr1* was highly upregulated in PGNs (log_2_(fold-change) = 3, PGNs compared to DNs) and gained contacts with its adjacent TAD. It also contained accessible chromatin peaks rich in TF motifs belonging to the *Neurod* group that are not seen in DNs. 

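The *Egr1*-containing TAD, chromosome 18 from 34.65 to 35.85 Mb (mm10), held 85 accessible peaks in DNs, or 70.8 peaks per Mb, of which 27 lie within 1 kb of a TSS of a protein-coding gene. Among the 48493 windows of the same length with at least 1 peak, at 50-kb steps over all chromosomes, this number was at the 94.4th percentile, and the median window held 18 peaks. *Egr1* itself (ENSMUSG00000038418) lies on the plus strand from 34859823 to 34864984 and overlapped 4 DN peaks, and 18 peaks lay within 50 kb of the gene. With 2 kb upstream of the gene, the 5 peaks at *Egr1* were at a percentile of 98.1 among 500 protein-coding genes of similar length. The basic GENCODE M21 annotation gives *Egr1* 2 TSSs, at 34859823 and 34861207, each with a peak over it. The peak over the outer TSS, from 34859695 to 34860194, has its centre 122 bp downstream of it, and the reference sequence of its central part, from 34859915 to 34859974, is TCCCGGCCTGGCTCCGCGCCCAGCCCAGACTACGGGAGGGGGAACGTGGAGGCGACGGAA. The motif models of the paper were not used here. With consensus sequences chosen for this purpose, CAGATGG for the *Neurod* E-box and GCGKGGGCG, where K is G or T, for *Egr1*, none of the 4 peaks overlapping *Egr1* had a match on either strand. Among the 18 peaks within 50 kb, 3 had a match to the E-box and 1, centred 27692 bp downstream of the outer TSS, had 2 matches to the *Egr1* consensus. In the whole TAD, 14 of the 85 peaks had the E-box and 4 the *Egr1* consensus. Among all DN peaks, 11.5% had the E-box and 3.44% the *Egr1* consensus. At these rates, a lack of matches in 4 peaks does not show that such sites are rare at *Egr1*. The counts in the TAD were not tested against these rates. The paper shows accessible regions with TF motifs in Fig. 4f, and states that accessible peaks rich in motifs of the *Neurod* group occur there in PGNs and were not seen in DNs.

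**Figure D3:**
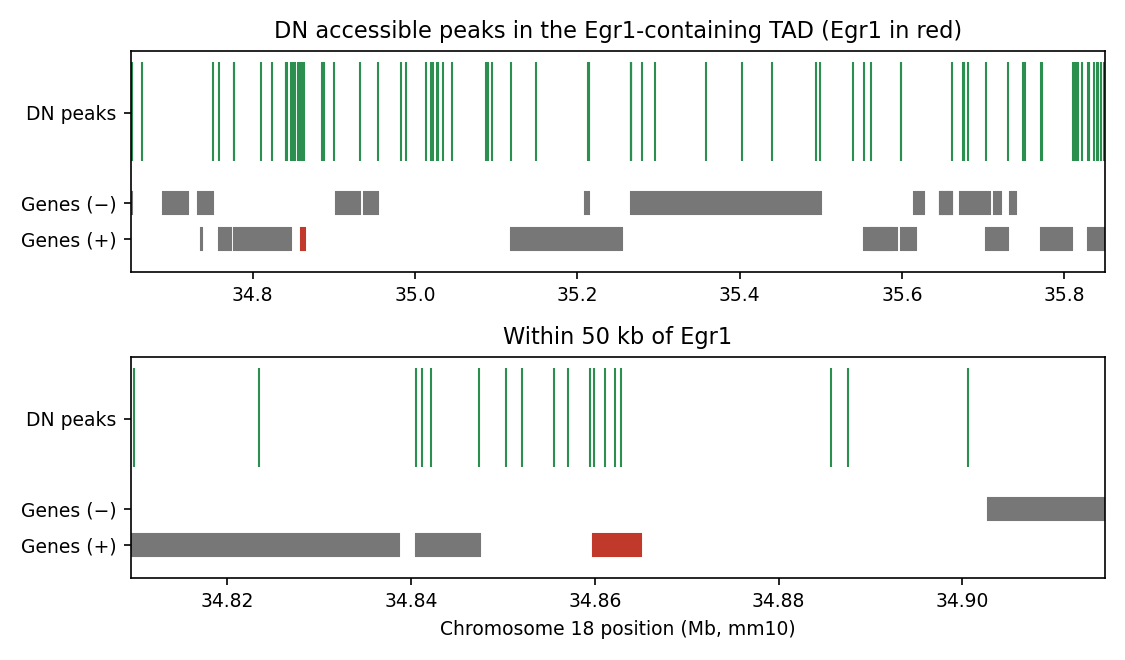
Maps of chromosome 18 (mm10) with DN accessible peaks as green lines and protein-coding genes as bars by strand, *Egr1* in red. The upper map shows the TAD from 34.65 to 35.85 Mb with its 85 peaks, and the lower map the 18 peaks within 50 kb of *Egr1*, 4 of which overlap the gene.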

Binding of EGR1 protein to its own promoter is confirmed in published chromatin immunoprecipitation with sequencing (ChIP-seq) data from the cortex^31^.

Together, our strategy identifies hubs of chromatin contacts specific for different neuron types that contain putative binding sites for differentially expressed TFs (Fig. 4g). These interconnected hubs bring together distal genes with specialized neuronal functions, such as synaptic plasticity in PGNs or drug addiction in DNs.

## Extensive A/B compartment reorganization

Last, we found broad changes in A/B compartmentalization between all cell types (Extended Data Fig. 11a, b), with lowest Pearson’s correlations of compartment eigenvector values between brain cells and mES cells and highest correlations between neuronal replicates (Extended Data Fig. 11c). Only 12% of genomic windows changed from compartment B in mES cells to compartment A in brain cells or between compartment A in mES cells to compartment B in brain cells (7%; see Extended Data Fig. 11d, e  for per-chromosome transitions). Similar mean and total genomic lengths occupied contiguously by A or B compartments characterized all cell types (Extended Data Fig. 11f). B-to-A transitions from mES cells to brain cells contained 335 genes more strongly expressed in brain cells than in mES cells (Extended Data Fig. 12a). Their enriched GO terms included ‘behaviour’ and ‘gated ion channel activity’ (Fig. 5a). A-to-B transitions in mES cells to brain cells contained mostly silent genes in all cell types (572 out of 715 genes), except 50 transcriptional regulation genes highly expressed in mES cells (Fig. 5a,  Extended Data Fig. 12b).

**Fig. 5:**
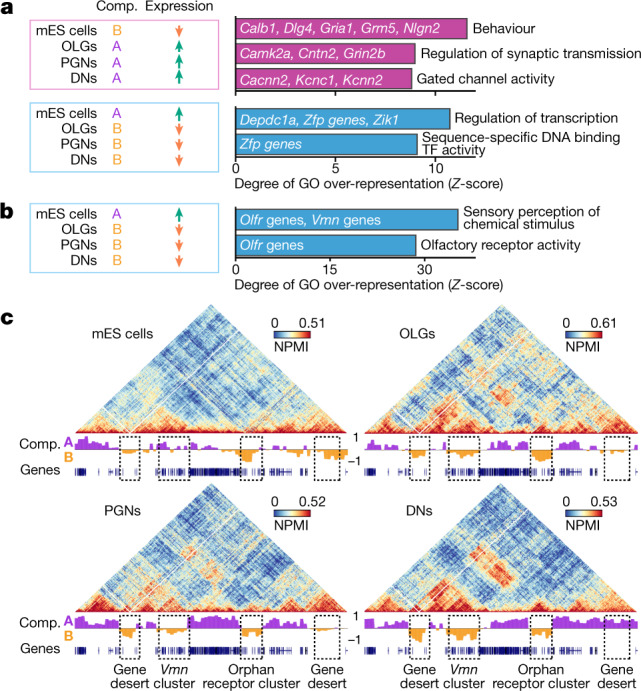
Sensory receptor gene clusters preferentially belong to B compartments in brain cells and form megabase-range interactions. **a**, Selected top enriched GO terms for genes that increase expression in all brain cells relative to mES cells and move from compartment B in mES cells to compartment A in brain cells (pink box), and for genes that decrease expression in brain cells and move to compartment B compared to mES cells (blue box). All enriched GO terms had one-sided Fisher’s exact permuted *P* = 0. **b**, Top enriched GO terms for genes silent in all cell types that gain membership to compartment B in brain cells. Most genes are *Olfr* and *Vmn* sensory receptor cluster genes. All enriched GO terms had one-sided Fisher’s exact permuted *P* = 0. **c**, GAM contact matrices containing *Vmn* and orphan receptor genes (chromosome 7: 35–55 Mb) show large clusters of strong interactions between B compartments in OLGs, PGNs and DNs, but not mES cells. Dashed boxes indicate interacting regions. Source data

We found that A-to-B transitions were enriched for sensory receptor genes such as *Vmn* (149 genes out of 572 silent genes in the group) and *Olfr* (179 genes), and these were often found in clusters^32,33^ (Fig. 5b). Although silent, only 35% of *Vmn* and 66% of *Olfr* genes belonged to compartment B in mES cells compared with 82–96% and 72–85%, respectively, in brain cells (Extended Data Fig. 12c). *Vmn* and *Olfr* genes were often involved in strong clusters of contacts in brain cells that spanned up to 50 Mb (Fig. 5c, additional examples in Fig. 1d, Extended Data Fig. 12d, e). Long-range contacts in brain cells were significantly stronger when B compartments contained *Vmn* or, to a lesser extent, *Olfr* genes (at distances >3 Mb) (Extended Data Fig. 12f). This result suggests that sensory genes are not only more likely to belong to heterochromatic B compartments but also to more strongly contact other B compartments in brain cells.

## Discussion

Here we introduced immunoGAM to capture genome-wide chromatin conformation states of specialized cell populations in the mouse brain. We discovered extensive reorganization of chromatin topology across genomic scales, including cell-type-specific TAD reorganization that involves genes relevant to brain cell specialization (Extended Data Fig. 12g).

We reported melting of long genes (>300 kb) with highest expression levels and/or accessible chromatin in brain cells. Single-cell imaging of *Rbfox1* in PGNs showed that the most prominent decondensation occurred between TSSs and TESs. Many long genes have specialized regulation in brain cells, for example, by topoisomerase activity^21^ or DNA methylation^34^, by long stretches of H3K27ac or H3K4me1 acting as enhancer-like domains^35^ or by large transcription loops^36^. Their regulation is further complicated by intricate RNA processing dynamics^18^, which are required for adaptive responses based on activation state. Many of the highlighted genes, including *Nrxn3*, *Rbfox1*, *Grik2* and *Dscam*, have genetic variants associated with or directly causal of neuronal diseases^37–40^. Thus, understanding how gene melting relates to regulation will become important to understanding the mechanisms of neurological disease.

Cell-type-specific networks of contacts were enriched for putative binding sites of differentially expressed TFs and connected hubs of differentially expressed genes with specialized functions^24,25,30^, which is reminiscent of transcription factories^41^. DN-specific loops contained genes related to drug-exposure response and addiction paradigms. Midbrain VTA DNs are the first brain cells that respond to addictive substances, including amphetamines, nicotine and cocaine^42,43^. Future studies can explore the relationship between DN-specific chromatin landscapes and the regulation of these critical genes, with potential implications for the onset of addiction. PGN-specific contacts connected hubs of synaptic plasticity genes. Of note, PGN-specific contacts at the *Egr1* gene, which is involved in the activation of long-term potentiation, contained *Egr1* binding motifs, which suggests that there may be self-activation mechanisms. Together with reports that de novo chromatin looping can accompany transcriptional activation^5^, our work suggests that coordinated TF binding at distant locations in the linear genome, but in close contact due to the 3D chromatin landscape, may be critical for the induction of long-term potentiation.

Our results also highlighted the specialization of repressive long-range contacts in brain cells. Repressed *Olfr* genes form a large interchromosomal hub in mature olfactory sensory neurons to regulate specificity of single *Olfr* gene activation^44^. We showed that sensory genes also form strong *cis*-contacts in brain cells not directly involved in sensory processes, a result confirmed in adult cortical neurons^45^. Tight 3D compartmentalization of *Vmn* and *Olfr* genes may be important for their repression in brain cells, as *Olfr* genes can be stochastically activated and mis-expressed in neurodegenerative diseases^46^.

Finally, we showed that immunoGAM requires low cell numbers (approximately 1,000 cells) from single individuals while retaining the spatial organization of cells within brain tissues. This highlights its potential to provide insights into the aetiology and progression of neurological disease. Collectively, our work showed that cell specialization in the brain and chromatin structure are intimately linked at multiple genomic scales.

## Methods

### Randomization, blinding, and sample size

Randomization and blinding were not relevant for the current study. The experiments and the subsequent analyses were performed on wild-type animals or cell lines, for which no clinical trial, treatment or disease comparison was performed. Samples were processed in different laboratories by different people, and there was no selection criteria for the wild-type mice used in the study. The appropriate number of samples for a GAM dataset varies and depends on multiple parameters such as nuclear volume, level of chromatin compaction, quality of DNA extraction, and so on. Because most of these parameters can be assessed only after the data have been collected and processed, we recommend that the optimal resolution is defined during the collection of each GAM dataset, rather than trying to estimate optimal sample size before data collection. GAM data can be collected in multiple batches from the same starting material, therefore the sample size can be increased until the desired resolution is achieved. For scRNA-seq experiments in mES cells, no statistical method was used to predetermine sample size. Libraries were generated twice, from mES cells from different biological replicates, to account for experimental variability. For scATAC-seq experiments, no statistical method was used to predetermine sample size.

### Animal maintenance

Collection of GAM data from DNs was performed using one C57Bl/6NCrl (RRID: IMSR_CR:027; WT) mouse, which was purchased from Charles River, and from one tyrosine hydroxylase–green fluorescent protein (TH–GFP; B6.Cg-Tg(TH-GFP)21-31/C57B6) mouse, obtained as previously described^50,51^. All procedures involving WT and TH–GFP animals were approved by the Imperial College London’s Animal Welfare and Ethics Review Body. Adult male mice aged 2–3 months were used. All mice had access to food and water ad libitum and were kept on a 12-h light/12-h dark cycle at 20–23 °C and 45 ± 5% humidity. WT and TH–GFP mice received an intraperitoneal injection of saline 14 days or 24 h, respectively, before tissue collection, and they were part of a larger experiment for a different study. Collection of single-nucleus ATAC-seq (snATAC-seq) data from the midbrain VTA was performed using male C57Bl/6Nl (RRID: IMSR_CR:027; WT) mice, aged 7 and 9 weeks, which were a gift from M. Gotthardt. Mice for snATAC-seq were housed in a temperature-controlled room at 22 ± 2 °C with humidity of 55 ± 10% in individually ventilated cages with 12-h light/12-h dark cycles and with access to food and water ad libitum. All experiments involving snATAC-seq animals were carried out following institutional guidelines as approved by LaGeSo Berlin and following the Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes. Organ preparation was done under license X9014/11.

Collection of GAM data from somatosensory oligodendrocyte cells was performed using *Sox10::cre-RCE::loxP-EGFP* animals^52^, which were obtained by crossing *Sox10::cre* animals^53^ on a C57BL/6j genetic background with *RCE::loxP-EGFP* animals^54^ on a C57BL/6×CD1 mixed genetic background, both available from The Jackson Laboratory. The *cre* allele was maintained in hemizygosity, whereas the reporter allele was maintained in hemizygosity or homozygosity. Experimental procedures for *Sox10::cre-RCE::loxP-EGFP* animals were performed following the European directive 2010/63/EU, local Swedish directive L150/SJVFS/2019:9, Saknr L150 and Karolinska Institutet complementary guidelines for the procurement and use of laboratory animals, Dnr 1937/03-640. The procedures described were approved by the local committee for ethical experiments on laboratory animals in Sweden (Stockholms Norra Djurförsöksetiska nämnd), licence number 130/15. One male mouse was killed at post-natal day 21 (P21). Mice were housed to a maximum number of 5 per cage in individually ventilated cages with the following light/dark cycle: dawn 6:00–7:00, daylight 7:00–18:00, dusk 18:00–19:00, night 19:00–6:00. All mice had access to food and water ad libitum and were housed at 22 °C and 50% humidity.

Collection of GAM data from hippocampal CA1 PGNs was performed using two 19-week-old male *Satb2*^*flox/flox*^ mice. C57Bl/6NCrl (RRID: IMSR_CR:027; WT) mice were purchased from Charles River, *Satb2*^*flox/flox*^ mice that carry the *loxP* flanked exon 4 have been previously described^55^. The experimental procedures were done according to the AustrianAnimal Experimentation Ethics Board (Bundesministerium für Wissenschaft und Verkehr, Kommission für Tierversuchsangelegenheiten). All mice had access to food and water ad libitum and were kept on a 12-h light/12-h dark cycle at 22.5 °C and 55 ± 10% humidity.

### Tissue fixation and preparation

WT, TH–GFP and *Satb2*^*flox/flox*^ mice were anaesthetised under isoflurane (4%), given a lethal intraperitoneal injection of pentobarbital (0.08 μl, 100 mg ml^–1^ Euthatal) and transcardially perfused with 50 ml ice-cold PBS followed by 50–100 ml 4% depolymerized paraformaldehyde (PFA; electron microscopy grade, methanol-free) in 250 mM HEPES–NaOH (pH 7.4–7.6). *Sox10::cre-RCE::loxP-EGFP* animals were killed using an intraperitoneal injection of ketaminol and xylazine followed by transcardialperfusion with 20 ml PBS and 20 ml 4% PFA in 250 mM HEPES (pH 7.4–7.6). Brains from WT or TH–GFP mice were removed, and the tissue containing the VTA was dissected from each hemisphere at room temperature and rapidly transferred to fixative. For *Satb2*^*flox/flox*^ mice, the CA1 field ippocampus was dissected from each hemisphere at room temperature. For *Sox10*^*cre/RCE*^ mice, brain tissue containing the somatosensory cortex was dissected at room temperature. Following dissection, tissue blocks were placed in 4% PFA in 250 mM HEPES–NaOH (pH 7.4–7.6) for post-fixation at 4 °C for 1 h. Brains were then placed in 8% PFA in 250 mM HEPES and incubated at 4 °C for 2–3 h. Tissue blocks were then placed in 1% PFA in 250 mM HEPES and kept at 4 °C until tissue was prepared for cryopreservation (up to 5 days, with daily solution changes).

### Cryoblock preparation and cryosectioning

Fixed tissue samples from different brain regions were further dissected to produce about 1.5 × 3 mm tissue samples suitable for Tokuyasu cryosectioning^2^ (Extended Data Fig. 1a) at room temperature in 1% PFA in 250 mM HEPES. For the hippocampus, the dorsal CA1 region was further isolated. Approximately 1–3 × 1–3 mm blocks were dissected from all brain regions and were further incubated in 4% PFA in 250 mM HEPES at 4 °C for 1 h. The fixed tissue was transferred to 2.1 M sucrose in PBS and embedded for 16–24 h at 4 °C, ﻿before being positioned at the top of copper stub holders suitable for ultracryomicrotomy and frozen in liquid nitrogen. Cryopreserved tissue samples are kept indefinitely immersed under liquid nitrogen.

Frozen tissue blocks were cryosectioned with an Ultracryomicrotome (Leica Biosystems, EM UC7), with an approximate 220–230 nm thickness^2^. Cryosections were captured in drops of 2.1 M sucrose in PBS solution suspended in a copper wire loop and transferred to 10-mm glass coverslips for confocal imaging or onto a 4.0-µm polyethylene naphthalate (PEN; Leica Microsystems, 11600289) membrane on metal framed slides for laser microdissection.

### Immunofluorescence detection of GAM samples for confocal microscopy

For confocal imaging, cryosections were incubated in sheep anti-TH (1:500; Pel Freez Arkansas, P60101-0), mouse anti-pan-histone H11-4 (1:500; Merck, MAB3422) or chicken anti-GFP (1:500; Abcam, ab13970) followed by donkey anti-sheep or goat anti-chicken IgG conjugated with Alexa Fluor-488 (for TH and GFP; Abcam) or donkey anti-mouse IgG conjugatedwith Alexa Fluor-555 or Alexa Fluor-488 (for pan-histone; Invitrogen).

For PGNs, cryosections were washed (3 times, 30 min in total) in PBS, permeabilized (5 min) in 0.3% Triton X-100 in PBS (v/v) and incubated (2 h, room temperature) in blocking solution (1% BSA (w/v), 5% fetal bovine serum (FBS (w/v), Gibco, 10270), 0.05% Triton X-100 (v/v) in PBS). After incubation (overnight, 4 °C) with primary antibody in blocking solution, the cryosections were washed (3–5 times, 30 min) in 0.025% Triton X-100 in PBS (v/v) and immunolabelled (1 h, room temperature) with secondary antibodies in blocking solution followed by 3 washes (15 min) in PBS. Cryosections were then counterstained (5 min) with 0.5 µg ml^–1^ 4′,6′-diamino-2-phenylindole (DAPI; Sigma-Aldrich, D9542) in PBS, and then rinsed in PBS and water. Coverslips were mounted in Mowiol 4-88 solution in 5% glycerol, 0.1 M Tris-HCl (pH 8.5).

The number of SATB2-positive cells present in the hippocampal CA1 area of the *Satb2*^*flox/flox*^ control mice was determined by counting nuclei positive for SATB2 immunostaining (1:100; Abcam, ab10563678). To avoid counting the same nuclei, only every 30th ultrathin section cut through the tissue was collected, and the remaining sections discarded. Twenty-five nuclei were identified in the pyramidal neuron layer per image in the DAPI channel, and only SATB2-positive cells were counted. We confirmed that most cells (96%) within the CA1 layer were PGNs (data not shown).

For DNs and OLGs, cryosections were washed (3 times, 30 min in total) in PBS, quenched (20 min) in PBS containing 20 mM glycine, then permeabilized (15 min) in 0.1% Triton X-100 in PBS (v/v). Cryosections were then incubated (1 h, room temperature) in blocking solution (1% BSA (w/v), 0.2% fish-skin gelatin (w/v), 0.05% casein (w/v) and 0.05% Tween-20 (v/v) in PBS). After incubation (overnight, 4 °C) with the antibody in blocking solution, the cryosections were washed (3–5 times, 1 h) in blocking solution and immunolabelled (1 h, room temperature) with secondary antibodies in blocking solution, followed by 3 washes (15 min) in 0.5% Tween-20 in PBS (v/v). Cryosections were then counterstained with 0.5 µg ml^–1^ DAPI in PBS, then rinsed in PBS. Coverslips were mounted in Mowiol 4-88.

Digital images were acquired with a Leica TCS SP8-STED confocal microscope (Leica Microsystems) using a ×63 oil-immersion objective (numerical aperture of 1.4) or a ×2 oil-immersion objective, using a pinhole equivalent to 1 Airy disk. Images were acquired using 405-nm excitation and 420–480-nm emission for DAPI, 488-nm excitation and 505–530-nm emission for TH or GFP, and 555-nm excitation and 560-nm emission using a long-pass filter at 1,024 × 1,024 pixel resolution. Images were processed using Fiji (v.2.0.0-rc-69/1.52p), and adjustments included the optimization of the dynamic signal range with contrast stretching.

### Immunofluorescence detection of GAM samples for laser microdissection

For laser microdissection, cryosections on PEN membranes were washed, permeabilized and blocked as for confocal microscopy, and incubated with primary and secondary antibodies as indicated above except for the use of higher concentrations of primary antibodies, as follows: anti-TH (1:50), anti-pan-histone (1:50) or anti-GFP (1:50). Secondary antibodies were used at the same concentration. Cell staining was visualized using a Leica laser microdissection microscope (Leica Microsystems, LMD7000) using a ×3 dry objective. Following detection of cellular sections of the cell types of choice containing nuclear slices (nuclear profiles (NPs)), individual NPs were laser microdissected from the PEN membrane and collected into PCR adhesive caps (AdhesiveStrip 8C opaque, Carl Zeiss, 415190-9161-000). We used multiplex-GAM^9^, for which three NPs were collected into each adhesive cap and the presence of NPs in each lid was confirmed with a ×5 objective using a 420–480-nm emission filter. Control lids not containing NPs (water controls) were included for each dataset collection to keep track of contamination and noise amplification of whole-genome amplification (WGA) and library reactions, and can be found in Supplementary Table 2.

### WGA of NPs

WGA was performed using an in-house protocol. In brief, NPs were lysed directly in the PCR adhesive caps for 4 h (or 24 h for 160 out of 585 GAM samples from DN replicate 1) at 60 °C in 1.2× lysis buffer (30 mM Tris-HCl pH 8.0, 2 mM EDTA pH 8.0, 800 mM guanidinium-HCl, 5 % (v/v) Tween 20, 0.5 % (v/v) Triton X-100) containing 2.116 units ml^–1^ Qiagen protease (Qiagen, 19155). After protease inactivation at 75 °C for 30 min, the extracted DNA was amplified using random hexamer primers with an adaptor sequence. The pre-amplification step was done using 2× DeepVent mix (2× Thermo polymerase buffer (10×), 400 µm dNTPs, 4 mM MgSO_4_ in ultrapure water), 0.5 µM GAT-7N primers (5′-GTG AGT GAT GGT TGA GGT AGT GTG GAG NNN NNN N) and 2 units µl^–1^ DeepVent (exo-) DNA polymerase (New England Biolabs, M0259L) in the programmable thermal cycler for 11 cycles. Primers that annealed to the general adaptor sequence were then used in a second exponential amplification reaction to increase the amount of product. The exponential amplification was done using 2× DeepVent mix, 10 mM dNTPs, 100 µM GAM-COM primers (5′-GTGAGTGATGGTTGAGGTAGTGTGGAG) and 2 units µl^–1^ DeepVent (exo-) DNA polymerase in the programmable thermal cycler for 26 cycles. For a small number of NPs from DNs (Supplementary Table 2), WGA was performed using a WGA4 kit (Sigma-Aldrich) using the manufacturer’s instructions; the recent formulation of this kit is no longer suitable for GAM data production from subcellular nuclear slices.

### GAM library preparation and high-throughput sequencing

Following WGA, the samples were purified using SPRI beads (0.725 or 1.7 ratio of beads per sample volume). The DNA concentration of each purified sample was measured using a Quant-iT Pico Green dsDNA assay kit (Invitrogen, P7589) according to the manufacturer’s instructions. GAM libraries were prepared using an Illumina Nextera XT library preparation kit (Illumina, FC-131-1096) following the manufacturer’s instructions with an 80% reduced volume of reagents. Following library preparation, the DNA was purified using SPRI beads (1.7 ratio of beads per sample volume) and the concentration for each sample was measured using a Quant-iT PicoGreen dsDNA assay. An equal amount of DNA from each sample was pooled together (up to 196 samples), and the final pool was additionally purified three times using the SPRI beads (1.7 ratio of beads per sample volume). The final pool of libraries was analysed using DNA High Sensitivity on-chip electrophoresis on an Agilent 2100 Bioanalyzer to confirm the removal of primer dimers and to estimate the average size and DNA fragment size distribution in the pool. NGS libraries were sequenced on an Illumina NextSeq 500 machine according to the manufacturer’s instructions using single-end 75 bp reads. The number of sequenced reads for each sample can be found in Supplementary Table 2.

Tn5-based libraries are preferred for GAM data sequencing to increase fragment sequence variation, which helps avoid the need for dark cycles in the current Illumina machines. This choice greatly reduces the cost of sequencing and decreases the frequency of noise reads from absent windows seen with the previous protocol^3^.

### GAM data sequence alignment

Sequenced reads from each GAM library were mapped to the mouse genome assembly GRCm38 (December 2011, mm10) with Bowtie2 (v.2.3.4.3) using default settings^56^. All non-uniquely mapped reads, reads with mapping quality <20 and PCR duplicates were excluded from further analyses.

### GAM data window calling and sample QC

Positive genomic windows present within ultrathin nuclear slices were identified for each GAM library. In brief, the genome was split into equal-sized windows (50 kb), and the number of nucleotides sequenced in each bin was calculated for each GAM sample with bedtools^57^. Next, we determined the percentage of orphan windows (that is, positive windows that were flanked by two adjacent negative windows) for every percentile of the nucleotide coverage distribution and we identified the percentile with the lowest percentage of orphan windows for each GAM sample in the dataset. The number of nucleotides that corresponds to the percentile with the lowest percentage of orphan windows in each sample was used as an optimal coverage threshold for window identification in each sample. Windows were called positive if the number of nucleotides sequenced in each bin was greater than the determined optimal threshold.

Each dataset was assessed for QC by determining the percentage of orphan windows in each sample, the number of uniquely mapped reads to the mouse genome and the correlations from cross-well contamination for every sample (Supplementary Table 2). Most GAM libraries passed the QC analyses (86–96% in each dataset; Extended Data Fig. 1b, c). To assess the quality of sampling in each GAM dataset, we measured the frequency with which all possible intrachromosomal pairs of genomic windows are found in the same GAM sample; we found that 98.8–99.9% of all mappable pairs of windows were sampled at least once at resolution 50 kb at all genomic distances. Each sample was considered to be of good quality if they had <70% orphan windows, >50,000 uniquely mapped reads and a cross-well contamination score determined per collection plate of <0.4 (Jaccard index). The number of samples in each cell type that passed QC is summarized in Extended Data Fig. 2a. Following QC analysis, we noted that the 160 (out of 585) DN replicate 1 samples incubated with lysis buffer for 24 h had decreases in orphan windows (median = 26% and 36% for 24 h and 4 h, respectively) and increases in total genome coverage (median = 9% and 6% for 24 h and 4 h, respectively). Although these differences were minor, we recommend 24 h lysis for future work.

### Publicly available GAM datasets from mES cells

For mES cells, GAM datasets were downloaded from the 4D Nucleome portal (https://data.4dnucleome.org/). We used 249 × 3 NP GAM datasets from mES cells (clone 46C), which were grown at 37 °C in a 5% CO_2_ incubator in Glasgow modified Eagle’s medium (MEM), supplemented with 10% FBS, 2 ng ml^–1^ leukaemia inhibitory factor (LIF) and 1 mM 2-mercaptoethanol, on 0.1% gelatin-coated dishes. Cells were passaged every other day. After the last passage, 24 h before collection, mES cells were re-plated in serum-free ESGRO Complete Clonal Grade medium (Merck, SF001- B). The list of 4DN sample identity numbers is provided in Supplementary Table 1.

### Visualization of pairwise chromatin contact matrices

To visualize GAM data, contact matrices were calculated using pointwise mutual information (PMI) for all pairs of windows genome-wide. PMI describes the difference between the probability of a pair of genomic windows being found in the same NP given both their joint distribution and their individual distributions across all NPs. PMI was calculated using the following formula, where *p*(*x*) and *p*(*y*) are the individual distributions of genomic windows *x* and *y*, respectively, and *p*(*x*,*y*) are their joint distribution:

1 $${\rm{PMI}}={\rm{\log }}(p(x,y)/p(x)p(y))$$

PMI can be bounded between −1 and 1 to produce a normalized PMI (NPMI) value given by the following formula:

2 $${\rm{NPMI}}={\rm{PMI}}/(-{\rm{\log }}(p(x,y)))$$

For visualization of the contact matrices, scale bars are adjusted in each genomic region displayed to a range between 0 and the 99th percentile of NPMI values for each cell type.

### Insulation score and topological domain boundary calling

TAD calling was performed by calculating insulation scores in NPMI GAM contact matrices at 50-kb resolution, as previously described^2,9^. The insulation square method was chosen as it was previously shown that the domain borders detected in GAM data are also found in Hi-C, for which they are the most robust (most insulated)^2,9^. The insulation score was computed individually for each cell type and biological replicate, with insulation square sizes ranging from 100 to 1,000 kb. TAD boundaries were called using a 500-kb insulation square size and based on local minima of the insulation score. This approach does not detect meta-TADs or sub-TADs, and results in numbers and lengths of domains were similar to previous reports^6,58^. Future work with higher resolution GAM datasets will enable further analyses of the reorganization of domains at finer genomic scales to investigate changes in sub-TADs, which have been previously shown to occur following cell commitment to neuronal lineages^59^.

Within each dataset, boundaries that were touching or overlapping by at least one nucleotide were merged. Boundaries were further refined to consider only the minimum insulation score within the boundary and one window on each side, to produce a 3-bin ‘minimum insulation score’ boundary. In comparisons of boundaries between different datasets, 150-kb boundaries were considered different when separated by at least one 50-kb genomic bin, that is, if the centre of the boundaries﻿ are separated by at least 200 kb (note chromosome Y was excluded from the analysis). In Fig. 2b, we considered the boundary coordinate as the genomic window within a boundary with the lowest insulation value. TAD border coordinates for all cell types can be found in Supplementary Table 3, and the full range of insulation scores (100–1,000 kb) for all cell types can be found in Supplementary Table 4. UpSet plots for TAD border overlaps, compartments and TF motif analyses were generated using either custom Python or R scripts or using the UpSetR package (v.1.4.0)^60^.

### Identification of compartments A and B

For compartment analysis, matrices of co-segregation frequency were determined using the ratio of independent occurrence of a single positive window in each sample over the pairwise co-occurrence of pairs of positive windows in a given pair of genomic windows^2^. GAM co-segregation matrices at 250-kb resolution were assigned to either A or B compartments, as previously described^2^. In brief, each chromosome was represented as a matrix of observed interactions *O*(*i*,*j*) between locus *i* and locus *j* (co-segregation) and separately for *E*(*i*,*j*), whereby each pair of genomic window is the mean number of contacts with the same distance between *i* and *j*. A matrix of observed over expected values O/E(*i*,*j*) was produced by dividing *O* by *E*. A correlation matrix *C*(*i*,*j*) was produced between column *i* and column *j* of the *O*/*E* matrix. PCA was performed for the first three components on matrix *C* before extracting the component with the best correlation to GC content. Loci with PCA eigenvector values with the same sign that correlate best with GC content were called A compartments, whereas regions with the opposite sign were B compartments. For visualizations and Pearson’s correlations between datasets, eigenvector values on the same chromosome in compartment A were normalized from 0 to 1, whereas values on the same chromosome in compartment B were normalized from −1 to 0. Compartments were considered common if they had the same compartment definition within the same genomic bin. Compartment changes between cell types were computed after considering compartments that were common between biological replicates unless otherwise indicated.

To identify and visualize gene expression differences among genes in changing compartments, *k*-means clustering was performed on triplicate pseudo-replicates of each cell type using a custom Python script (Extended Data Fig. 12a, b). The number of clusters were determined using the elbow method, with *k*-means = 6 for genes in compartment B in mES cells and compartment A in brain cells, and *k*-means = 5 for compartment A in mES cells and compartment B in brain cells.

### mES cell culture for scRNA-seq and scATAC-seq

mES cells from the 46C clone, derived from E14tg2a and expressing GFP under the *Sox1* promoter^61^, were a gift from D. Henrique (Instituto de Medicina Molecular, Faculdade Medicina Lisboa, Lisbon, Portugal). mES cells were cultured as previously described^62^. In brief, cells were routinely grown at 37 °C, 5% (v/v) CO_2_, on gelatine-coated (0.1% v/v) Nunc T25 flasks in Gibco Glasgow’s MEM (Invitrogen, 21710082), supplemented with 10% (v/v) fetal calf serum (BioScience LifeSciences, 7.01, batch number 110006) for scRNA-seq or Gibco FBS (Invitrogen, 10270-106, batch number 41F8126K) for ATAC-seq, 2,000 units ml^–1^ LIF (Millipore, ESG1107), 0.1 mM β-mercaptoethanol (Invitrogen, 31350-010), 2 mM l-glutamine (Invitrogen, 25030-024), 1 mM sodium pyruvate (Invitrogen, 11360070), 1% penicillin–streptomycin (Invitrogen, 15140122) and 1% MEM non-essential amino acids (Invitrogen, 11140035). Medium was changed every day and cells were split every other day. mES cell batches tested negative for *Mycoplasma* infection, which was performed according to the manufacturer’s instructions (AppliChem, A3744,0020). Before collecting material for scRNA-seq or ATAC-seq, cells were grown for 48 h in serum-free ESGRO Complete Clonal Grade medium (Merck, SF001- B), supplemented with 1,000 units ml^–1^ LIF, on gelatine -coated (Sigma, G1393-100 ml, 0.1% v/v) Nunc 10-cm dishes, with a change in medium after 24 h.

46C E14tg2 mES cells are not listed in the ICLAC Register of Misidentified Cell Lines. The 46C E14tg2 mES cell line was generated by insertion of an eGFP cassette under the control of the *Sox1* promoter in E14tg2 cells. Reads aligned with the GFP sequence were identified in the GAM sequencing data from mES cells. In addition, genome sequencing data from GAM mES cell samples was mined for single nucleotide polymorphisms (SNPs). Although GAM sequencing reads are sparsely distributed across the genome, there was a 64% overlap of GAM mES cell SNPs with SNPs identified from the parental E14tg2 genome sequencing data (https://www.ncbi.nlm.nih.gov/sra?term=SRX389523; data not shown).

### Single-cell mRNA library preparation

Two batches (denoted batch A and B) of single-cell mRNA-seq libraries were prepared according to the Fluidigm manual “Using the C1 Single-Cell Auto Prep System to Generate mRNA from Single Cells and Libraries for Sequencing”. Cell suspension was loaded on 10–17 μm C1 Single-Cell Auto Prep IFCs (Fluidigm, 100-5760, kit 100-6201). After loading, the chip was observed under the microscope to score cells as singlets, doublets, multiplets, debris or other. The chip was then loaded again on Fluidigm C1 IFCs, and cDNA was synthesized and pre-amplified in the chip using a Clontech SMARTer kit (Takara Clontech, 634833). In batch B, we included Spike-In Mix 1 (1:1,000; Life Technologies, 4456740) as per the Fluidigm manual. Illumina sequencing libraries were prepared using a Nextera XT kit (Illumina, FC- 131-1096) and a Nextera Index kit (Illumina, FC-131-1002), as previously described^63^. Libraries from each microfluidic chip (96 cells) were pooled and sequenced on 4 lanes on Illumina HiSeq 2000, 2×100-bp paired-end (batch A) or 1 lane on Illumina HiSeq 2000, 2×125-bp paired-end (batch B) at the Wellcome Trust Sanger Institute Sequencing Facility (Supplementary Table 15).

### scRNA-seq data processing, mapping and expression estimates

To calculate expression estimates, mRNA-seq reads were mapped with STAR (spliced transcripts alignment to a reference, v.2.4.2a)^64^ and processed with RSEM using the ‘single-cell-prior’ option (RNA-seq by expectation-maximization, v.1.2.25)^65^. The references provided to STAR and RSEM were the GTF annotation from UCSC Known Genes (mm10, v.6) and the associated isoform–gene relationship information from the Known Isoforms table (UCSC), adding information for ERCC sequences in samples from batch B. Tables were downloaded from the UCSC Table browser (http://genome.ucsc.edu/cgi-bin/hgTables) and for ERCCs, from the ThermoFisher website (http://www.thermofisher.com/order/catalog/product/4456739). Gene-level expression estimates in ‘Expected Counts’ from RSEM were used for the analysis.

### scRNA-seq data processing QC

Cells scored as doublets, multiplets or debris during visual inspection of the C1 chip were excluded from the analysis. Datasets were also excluded if any of the following conditions were met: <500,000 reads (calculated using sam-stats from ea-utils.1.1.2-537)^66^; <60% of reads mapped (calculated with sam-stats); <50% reads mapped to mRNA (picard-tools-2.5.0, http://broadinstitute.github.io/picard/); >15% of reads mapped to chrM (sam-stats); if present, >20% of reads mapped to ERCCs (sam-stats). Following processing, 98 single cells passed quality thresholds in the final dataset. Correlations between previously published mES cells (clone 46C) mRNA-seq bulk^62^ and the scRNA-seq mES cell transcriptomes were performed to assess the quality of the single-cell data. Correlations were performed as previously described^67^. Average single-cell expression was highly correlated with bulk RNA-seq data (Extended Data Fig. 4c).

### scRNA-seq analysis

To utilize published single-cell transcriptomes from brain cell types of interest, we selected P21–22 OLGs^68^, P22–32 CA1 PGNs^69^ and P21–26 VTA DNs^70^ on the basis of the cell type and subtype definitions provided in the respective publications. The matrices of counts provided in each publication, along with the single-cell mES cell transcriptomes produced that passed QC, were combined with no prior batch correction due to the lack of equivalent cell types across all single-cell datasets. The combined matrix of counts was normalized by applying the LogNormalize method and scaled using Seurat (v.3.1.4)^71^. The scaled data were used for a PCA, followed by processing through dimensionality reduction using uniform manifold approximation and projection (UMAP)^72^ for visualization purposes using the Seurat R package^71^, with default parameters. Visualization of known cell-type-specific marker genes confirmed that the different transcriptomes are grouped into cell-type-specific clusters (Extended Data Fig. 4e). Single mES cell transcriptomes from batch A and B clustered together, and were pooled for further analyses. Genes that could not be mapped to the chosen reference GTF were removed (UCSC; accessed from iGenomes July 17, 2015; https://support.illumina.com/sequencing/sequencing_software/igenome.html).

To generate bigwig tracks for visualization, raw fastq files from each single cell within the same cell type were pooled into one fastq file. Reads were mapped to the mouse genome (mm10) using STAR with default parameters but–outFilterMultimapNmax 10. BAM files were sorted and indexed using Samtools (v.1.3.1)^73^ and normalized (reads per kilobase of transcript per million (RPKM)) bigwigs were generated using Deeptools (v.3.1.3)^74^ bamCoverage. To account for differences in the number of technical replicates in OLG samples, cells were divided into groups by the number of runs (1, 2 and 6). The median of the reads for the group with the lowest sequencing depth was used as a threshold to normalize the other groups (that is, the rest of the fastq files were randomly downsampled to that number of reads). The three groups of raw reads were pooled together and processed by applying the same method as for the other cell types. Pseudobulk expression was determined using the regularized log (R-log) value for each gene (Extended Data Fig. 4f, g). In each cell type, only the genes with R-log values of ≥2.5 in all pseudobulk replicates were considered expressed.

### Differential gene expression analysis

For differential expression analysis for all cell types, pseudobulk replicate samples were obtained by randomly partitioning the total number of single cells per dataset into three groups and pooling all unique molecular identifiers (UMIs) per gene of cells belonging to the same replicate. To determine differentially expressed genes, all six possible pairwise comparisons between samples were performed using DEseq2 (v.1.24.0) with default parameters^75^. In addition, shrunken log_2_ fold-changes were added with the lfcShrink function, using default parameters. Genes classified as differentially expressed in at least one comparison were considered for further analysis (adjusted *P* value < 0.05; Benjamini–Hochberg multiple testing correction method). A summary table for the differential expression analysis of all cell types can be found in Supplementary Table 12. For the TF motif analysis, only the differentially expressed genes obtained from the comparison between DNs and PGNs were considered for further analysis (Extended Data Fig. 9c, d).

### Tn5 purification

The pTXB1 plasmid carrying the Tn5-intein-CBD fusion construct with the hyperactive Tn5 protein containing the E54K and L372P mutations was obtained from Addgene (plasmid 60240). Tn5 expression and purification was performed as previously described^76^, except that the final storage buffer was 50 mM HEPES-KOH pH 7.2, 0.8 M NaCl, 0.1 mM EDTA, 1 mM dithiothreitol and 55% glycerol.

### Tn5 adapter mix preparation

To generate 100 μM adapter mix, 200 μM Tn5MErev (5′-[phos]CTGTCTCTTATACACATC) was mixed with of 200 μM Tn5ME-A (5′-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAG; Adapter_mixA, 1:1 ratio). Separately, 200 μM Tn5MErev was mixed with 1 volume of 200 μM Tn5ME-B (5′-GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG; Adapter_mixB, 1:1 ratio). The two mixtures were incubated for 5 min at 95 °C and gradually cooled to 25 °C at a ramp rate of 0.1 °C s^–1^. Finally, the Adapter_mixA was mixed with Adapter_mixB at a 1:1 ratio for a final 100 μM adapter mix.

### mES cell ATAC-seq library preparation

ATAC-seq libraries were generated from approximately 75,000 mES cell nuclei following the Omni ATAC protocol^77^ with a modified transposition reaction: TAPS-DMF buffer (50 mM TAPS-NaOH, pH 8.5, 25 mM MgCl_2_, 50% DMF), 0.1% Tween-20, 0.1% digitonin, in 0.25x PBS. A total of 3 μl of the Tn5 mix (5.6 μg Tn5 and 0.143 volume of 100 μM adapter mix) was added to the transposition reaction mix. Libraries were prepared as described in the Omni ATAC protocol. The final library was sequenced with an Illumina NextSeq 500 machine according to manufacturer’s instructions, using paired-end 75 bp reads (150 cycles).

### Isolation of the VTA for snATAC-seq

Male C57Bl/6Nl (RRID: IMSR_CR:027; WT) mice, aged 7 and 9 weeks, were killed by cervical dislocation. Brains were removed and the tissue containing the midbrain VTA was dissected from each hemisphere at room temperature and rapidly frozen on dry ice. Frozen midbrain samples were kept at −80 °C until further processing.

### DN snATAC-seq library preparation

Two 10X Genomics scATAC-seq libraries from the midbrain VTA, VTA-1 and VTA-2 (from mice aged 7 or 9 weeks, respectively), were generated from midbrain VTA samples according to the 10X Genomics manual “Nuclei Isolation from Mouse Brain Tissue for Single Cell ATAC Sequencing Rev B” for flash-frozen tissue with minor adjustments. In brief, 500 μl 0.1× lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.01% Tween-20, 0.01% Nonidet P40 substitute, 0.001% digitonin, and 1× complete Mini, EDTA-free protease inhibitor cocktail, Millipore-Sigma, 11836170001) was added to the frozen samples and immediately homogenized using a pellet pestle (15 times), followed by 5 min incubation on ice. The lysate was pipette mixed 10 times, then incubated 10 min on ice. Finally, 500 μl of chilled wash buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 2 mM MgCl_2_, 1% BSA, 0.1% Tween-20) was added to the lysed cells, and the suspension was passed through a 30-μm CellTrics strainers (Th Geyer, 7648779). The final approximately 500 μl nuclei suspension was stained with DAPI (final concentration 0.03 μg ml^–1^) for about 5 min.

Around 200,000 DAPI-positive events were sorted using a BD FACSAria III flow cytometer with 70-µm nozzle configuration with sample and sort collection device cooling set to 4 °C into 300 μl Diluted Nuclei buffer (commercial buffer from 10X Genomics) in a 1.5-ml Eppendorf tube. A first gate excluded debris in a forward scatter/side scatter plot (see examples in Extended Data Fig. 4h, i). A consecutive, second gate in a DAPI-A/DAPI-H plot was used to exclude doublets and nuclei with incomplete DNA content (BD FACSDiva software, v.8.0.2). The collected nuclei were centrifuged at 500*g* for 5 min at 4 °C and resuspended in 20 µl Diluted Nuclei buffer. The nucleus concentration was determined using a Countess II FL Automated Cell Counter in DAPI fluorescence mode. snATAC-seq libraries were prepared per the Chromium Next GEM Single Cell ATAC Reagent kits v.1.1 User Guide. In brief, nuclei were loaded on a microfluidics chip together with transposition reagents, transposase enzyme, beads with oligo-dT tags and oil to create an emulsion. Afterwards, the transposase reaction takes place inside the droplets. The barcoded cDNA is recovered from the emulsion, amplified and cleaned using a bead purification process. The cDNA is then using for library construction, including enzymatic fragmentation, adapter ligation and sample index PCR. Libraries were sequenced with either an Illumina NextSeq 500 machine using paired-end 75 bp reads (for VTA-1, 150 cycles) or a NovaSeq 6000 using paired-end 75 bp reads (for VTA-2, 100 cycles).

### ATAC-seq data processing, mapping, processing and QC

For bulk mES cell ATAC-seq, paired-end reads were mapped to the mouse genome (mm10) using Bowtie with the following parameters:–minins 25–maxins 2000–no-discordant–dovetail–soft-clipped-unmapped-tlen. Low-quality mapped reads (MQ < 30) and mitochondrial reads were removed. Duplicated reads were removed with Sambamba^78^ (v.0.6.8). Reads passing quality checks were converted to BAM format for further analyses.

For VTA snATAC-seq, paired-end reads were demultiplexed and mapped to the mouse genome (mm10) using the 10X Genomics Cellranger software (version cellranger-atac-1.2.0). The two VTA snATAC-seq libraries were analysed using ArchR software (v.0.9.1)^79^. Doublets were removed following default parameters in ArchR. Next, low-quality cells (identified as TSS enrichment score <4 and <2,500 unique fragments per cell) were removed for further analyses.

Next, dimensionality reduction was performed using the Latent semantic indexing (LSI) dimensionality reduction method from ArchR, with default parameters (except iterations = 10, resolution = 0.2, varFeatures = 60,000). The ArchR addHarmony function was used to run the Harmony algorithm for batch correction with default parameters, followed by clusters calling. Gene scores were determined as specified by ArchR^79^. DNs were identified as the cluster with higher gene scores for *Th*, a well-known DN marker, and confirmed by additional DN marker expression (for example, *Lmx1b*, *Foxa2*, *Foxa1* and *Slc6a3*). 

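The DN markers were examined in the peak list by counting peaks in the gene body and 2 kb upstream of it, and each count was set against 500 protein-coding genes of similar length. All 7 DN markers that the paper names had at least 1 peak, at a median percentile of 96.2. *Th* (chromosome 7, 142892752 to 142931128, mm10) had 10 peaks, at a percentile of 98.1, although no peak lay within 1 kb of the TSS at the outer end of the annotated gene. This refers to the outer TSS only. It does not show whether a peak lay at another TSS within the 38.4 kb over which *Th* is annotated. *Lmx1b* had 31 peaks (100th percentile) and *Foxa2* had 6 (percentile 99.3). *Foxa1* had 5 peaks and *Slc6a3* had 3, at percentiles of 96.2 and 76.0. *Pitx3* with 3 peaks and *Calb1* with 2 were at percentiles of 87.2 and 63.8. Among markers of other cell types, *Olig2*, *Sox10*, *Nanog* and *Pou5f1* had no peak. The median of genes of similar length was also 0 peaks for *Olig2*, *Nanog* and *Pou5f1*, and 1 for *Sox10*. Having no peak therefore does not set *Olig2*, *Nanog* and *Pou5f1* apart from other genes of their length. *Pdgfra* had 2 peaks and *Wfs1* had 1, at percentiles of 59.7 and 46.7, and *Camk2a* had 6, at a percentile of 87.6. A list of called peaks does not show signal below the calling threshold, so a gene without a peak may still have had fragments. The nuclei were assigned to the DN cluster by the authors with gene scores of several of these markers, so that peaks at these genes are not independent of the assignment.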

The DN cluster is composed of 216 cells in total (113 from VTA-1 and 103 from the VTA-2). UMI duplicates were collapsed to one fragment. To visualize an approximation for gene expression, gene scores were calculated using the createArrowFiles (addGeneScoreMat = TRUE) function in ArchR.

### Processing of published OLG and PGN scATAC-seq

scATAC-seq BAM files for OLGs were downloaded from the sciATAC-seq in vivo atlas of the mouse brain^80^. Next, reads were extracted from the BAM file that corresponded to cells from the cluster identified as oligodendrocytes from the prefrontal cortex (458 cells), to produce a pseudobulk ATAC BAM file. The original data, mapped to the mm9 genome, were converted to mm10 using the liftOver tool from UCSC utilities (https://genome.ucsc.edu/cgi-bin/hgLiftOver).

scATAC-seq datasets were obtained from hippocampal PGNs^81^. A BAM file containing all cell types was supplied by A. Adey (Molecular and Medical Genetics, Oregon Health & Science University, Portland, OR, USA). Reads were extracted from the BAM file that corresponded to the NR1 PGN population (270 cells) to produce a pseudobulk ATAC BAM file.

### Generation of normalized ATAC-seq bigwig tracks

A size factor normalization was applied to generate ATAC-seq bigwig tracks comparable between mES cells, OLGs, PGNs and DNs. First, a count matrix was generated for all TSS regions (±250 bp), which contained reads from at least two of the four cell types. The TSS list was extracted from the genes.gtf file included in the cell ranger reference data (refdata-cellranger-atac-mm10-1.2.0l; https://support.10xgenomics.com/single-cell-atac/software/pipelines/latest/advanced/references). To calculate size factors, the TSS count matrix was processed through DESeqDataSetFromMatrix and estimateSizeFactors from the DESeq2 package^75^. For all cell types, the scale factor (SF) = (cell type size factor) ×  −1.

Each pseudobulk ATAC-seq BAM file from mES cells, PGNs and OLGs was converted to the bedGraph format using the genomeCoverageBed function from bedtools^57^ with the following parameters: -pc -bg -scale SF. For DNs, ATAC-seq fragment files were converted to the bedGraph format using the genomeCoverageBed function from bedtools^57^ with the following parameters: -g chrom.sizes -bg -scale SF. The mm10 chrom.sizes file was downloaded from UCSC using fetchChromSize from UCSC utilities (http://hgdownload.soe.ucsc.edu/admin/exe/). The bedGraph files were then converted to bigwig using the bedGraphToBigWig function from UCSC utilities.

### DN and PGN ATAC-seq peak calling

ATAC-seq peaks were called in DNs following the iterative overlap peak merging procedure described in the ArchR package^79^. 

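In the resulting list, 16677 peaks (30.1%, 95% exact binomial confidence interval 29.8 to 30.5%) had their centre within 1 kb of a TSS of a protein-coding gene in the basic annotation, in 2.03% of the sequence of these chromosomes. Exons farther from a TSS held 3175 peaks (5.74%) and introns 20760 (37.5%). The remaining 14714 peaks (26.6%) were intergenic, in 60.0% of the sequence. Mean GC content was 53.3% in peaks and 45.5% in windows of 500 bp placed 2 kb away on either side. The autosomes held between 14.8 and 35.6 peaks per Mb, with a median of 22.3, and the X chromosome held 756 peaks, or 4.42 per Mb.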

First, two pseudobulk replicates were generated by running the addGroupCoverages function and then reproducible peaks were called using the addReproduciblePeakSet function. For PGNs, peaks for the NR1 cluster were obtained from Sinnamon et al.^81^. For further analyses, peaks were considered positive if they were found in at least 10% of single nuclei (>10 nuclei in DNs; >13 cells in PGNs).

### RNA and ATAC-seq length-scaled ATAC reads per million

To calculate length-scaled RNA reads per million (lsRRPM) for 479 long genes (>300 kb), the mES cell BAM file (paired-end) was read using the readGAlignmentPairs function from the GenomicAlignments function from the GenomicAlignments package in R (v.1.20.1; https://bioconductor.org/packages/release/bioc/html/GenomicAlignments.html). For published single-cell datasets (OLGs, PGNs, DNs; single-end libraries), BAM files were loaded using the readGAlignments function from the GenomicAlignment package. Owing to the very long length of some reads, all BAM fragments were resized to the 5′ end base pair to avoid overlapping with multiple features. Next, the following formula was used to compute lsRRPM values for each cell type and per gene:

$${\rm{l}}{\rm{s}}{\rm{R}}{\rm{R}}{\rm{P}}{\rm{M}}={\rm{n}}{\rm{u}}{\rm{m}}{\rm{b}}{\rm{e}}{\rm{r}}\,{\rm{o}}{\rm{f}}\,{\rm{o}}{\rm{v}}{\rm{e}}{\rm{r}}{\rm{l}}{\rm{a}}{\rm{p}}{\rm{s}}\,{\rm{b}}{\rm{e}}{\rm{t}}{\rm{w}}{\rm{e}}{\rm{e}}{\rm{n}}\,{\rm{R}}{\rm{N}}{\rm{A}}\,{\rm{f}}{\rm{r}}{\rm{a}}{\rm{g}}{\rm{m}}{\rm{e}}{\rm{n}}{\rm{t}}{\rm{s}}\,{\rm{a}}{\rm{n}}{\rm{d}}\,{\rm{l}}{\rm{o}}{\rm{n}}{\rm{g}}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}\,{\rm{b}}{\rm{o}}{\rm{d}}{\rm{y}}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}\,{\rm{l}}{\rm{e}}{\rm{n}}{\rm{g}}{\rm{t}}{\rm{h}}\,{(10}^{-6})\times \,{\rm{t}}{\rm{o}}{\rm{t}}{\rm{a}}{\rm{l}}\,{\rm{n}}{\rm{u}}{\rm{m}}{\rm{b}}{\rm{e}}{\rm{r}}\,{\rm{o}}{\rm{f}}\,{\rm{R}}{\rm{N}}{\rm{A}}\,{\rm{f}}{\rm{r}}{\rm{a}}{\rm{g}}{\rm{m}}{\rm{e}}{\rm{n}}{\rm{t}}{\rm{s}}\,{(10}^{-6})\,$$

To calculate length-scaled ATAC reads per million (lsARPM) for 479 long genes (>300 kb), concordant paired-end fragments were extracted for all cell types using the readGAlignmentPairs function from the GenomicAlignments package in R with the following total number of fragments: 37,261,746 (mES cells), 2,121,258 (OLGs), 4,594,229 (PGNs) and 8,939,526 (DNs). Next, the following formula was used to compute lsARPM values for each cell-type and per gene:

$${\rm{l}}{\rm{s}}{\rm{A}}{\rm{R}}{\rm{P}}{\rm{M}}={\rm{n}}{\rm{u}}{\rm{m}}{\rm{b}}{\rm{e}}{\rm{r}}\,{\rm{o}}{\rm{f}}\,{\rm{o}}{\rm{v}}{\rm{e}}{\rm{r}}{\rm{l}}{\rm{a}}{\rm{p}}{\rm{s}}\,{\rm{b}}{\rm{e}}{\rm{t}}{\rm{w}}{\rm{e}}{\rm{e}}{\rm{n}}\,{\rm{A}}{\rm{T}}{\rm{A}}{\rm{C}}\,{\rm{f}}{\rm{r}}{\rm{a}}{\rm{g}}{\rm{m}}{\rm{e}}{\rm{n}}{\rm{t}}{\rm{s}}\,{\rm{a}}{\rm{n}}{\rm{d}}\,{\rm{l}}{\rm{o}}{\rm{n}}{\rm{g}}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}\,{\rm{b}}{\rm{o}}{\rm{d}}{\rm{y}}\,{\rm{g}}{\rm{e}}{\rm{n}}{\rm{e}}\,{\rm{l}}{\rm{e}}{\rm{n}}{\rm{g}}{\rm{t}}{\rm{h}}\,{(10}^{-6})\times \,{\rm{t}}{\rm{o}}{\rm{t}}{\rm{a}}{\rm{l}}\,{\rm{n}}{\rm{u}}{\rm{m}}{\rm{b}}{\rm{e}}{\rm{r}}\,{\rm{o}}{\rm{f}}\,{\rm{A}}{\rm{T}}{\rm{A}}{\rm{C}}\,{\rm{f}}{\rm{r}}{\rm{a}}{\rm{g}}{\rm{m}}{\rm{e}}{\rm{n}}{\rm{t}}{\rm{s}}\,{(10}^{-6})\,$$

### GO analysis

GO term enrichment analysis was performed using GOElite (v.1.2.4)^82^. In Extended Data Fig. 4n, DN snATAC-seq marker genes were extracted with the getMarkerFeatures function from ArchR with default parameters. Marker genes were selected as genes with log_2_ fold change values of >1 and false discovery rate of <0.01 in the DN cluster compared with all clusters from the VTA (total of 973 genes). All unique genes were used as the background GO dataset. In Fig. 2c, all genes expressed in at least one cell type, annotated to mm10, were used as the background dataset. In Fig. 4d, e, all genes expressed in PGNs or DNs were used as the background dataset, and in Fig. 5a, b, all unique genes were used. Default parameters were used for the GO enrichment: GO terms that were enriched above the background (significant permuted *P* values of <0.05, 2,000 permutations) were pruned to select the terms with the largest *Z*-score (>1.96) relative to all corresponding child or parent paths in a network of related terms (genes changed >2). GO terms which had a permuted *P* value of ≥0.01, contained fewer than 6 genes per GO term or from the ‘cellular_component’ ontology, were not reported in the main figures. A full list of unfiltered GO terms can be found in Supplementary Table 7.

### MELTRON pipeline

To assess gene insulation differences, insulation square values at 10 length scales (100–1,000 kb) were calculated for genes >300 kb in length (*n* = 479; calculated for a minimum 8× 50-kb bins, that is, 400 kb minimum length). Cumulative probability distributions of insulation square values were calculated for each dataset, and the brain cells were compared to mES cell probability distributions for each gene by computing the maximum distance between the distributions and applying a Kolmogorov–Smirnov test. *P* values were corrected for multiple testing using the Bonferroni method, and –log_10_ transformed to obtain a domain melting score. Domain melting scores for each gene in each comparison can be found in Supplementary Table 8. For visualization, empirical cumulative probabilities and insulation score values were smoothed using a Gaussian kernel density estimate (adjust = 0.3).

### Calculation of the *trans*–*cis* contact ratio

To determine the interaction strength of contacts to all (*trans*) somatic chromosomes relative to interaction strength to their own (*cis*) chromosome, *cis* and *trans* NPMI-normalized matrices were calculated at 250-kb resolution. Bins detected in less than 3%, or more than 75%, of 3 NP samples were removed from the analysis. To be sensitive to outliers, NPMI values of both *cis* (NPMI_C_) and *trans* (NPMI_T_) contacts for every bin were summarized with the arithmetic mean. The *trans*–*cis* contact ratio was then obtained using the following formula:

$$trans\mbox{--}cis\,{\rm{c}}{\rm{o}}{\rm{n}}{\rm{t}}{\rm{a}}{\rm{c}}{\rm{t}}\,{\rm{r}}{\rm{a}}{\rm{t}}{\rm{i}}{\rm{o}}=\frac{{\sum {\rm{N}}{\rm{P}}{\rm{M}}{\rm{I}}}_{{\rm{T}}}\div{\rm{g}}{\rm{e}}{\rm{n}}{\rm{o}}{\rm{m}}{\rm{i}}{\rm{c}}\,{\rm{b}}{\rm{i}}{\rm{n}}{\rm{s}}({n}_{{\rm{T}}})}{{\sum {\rm{N}}{\rm{P}}{\rm{M}}{\rm{I}}}_{{\rm{C}}}\div{\rm{g}}{\rm{e}}{\rm{n}}{\rm{o}}{\rm{m}}{\rm{i}}{\rm{c}}\,{\rm{b}}{\rm{i}}{\rm{n}}{\rm{s}}({n}_{{\rm{C}}})}$$

*Trans*–*cis* values of bins spanning long genes were summarized with the median.

### Modelling and in silico GAM

To reconstruct 3D conformations of the *Nrxn3* locus, we employed the Strings & Binders Switch (SBS) polymer model of chromatin^83,84^. In the SBS model, a chromatin region is modelled as a self-avoiding chain of beads, including different binding sites for diffusing, cognate, molecular binders. Binding sites of the same type can be bridged by their cognate binders, which then drives polymer folding. The optimal SBS polymers for the *Nrxn3* locus in mES cells and DNs were inferred using PRISMR, a machine-learning-based procedure that finds the minimal arrangement of the polymer binding sites that best describe input pairwise contact data, such as Hi-C^22^ or GAM^85^. Here, PRISMR was applied to the GAM experimental data by considering the NPMI normalization on a 4.8 Mb region around the *Nrxn3* gene (chromosome 12: 87,600,000–92,400,000; mm10) at 50-kb resolution in mES cells and DNs. The procedure returned optimal SBS polymer chains made of 1,440 beads, including 7 different types of binding sites, in both cell types. A full list of *x*, *y* and *z* coordinates for mES cell and DN polymer model structures can be found in Supplementary Tables 9 and 10, respectively.

Next, to generate thermodynamic ensembles of 3D conformations of the locus, molecular dynamics simulations were run of the optimal polymers, using the freely available LAMMPS software (v.5june2019)^86^. In these simulations, the system evolves according to the Langevin equation, with dynamics parameters derived from classical polymer physics studies^87^. Polymers are first initialized in self-avoiding conformations and then left to evolve to reach their equilibrium globular phase^83^. Beads and binders have the same diameter *σ* = 1, expressed in dimensionless units, and experience a hard-core repulsion by use of a truncated Lennard–Jones potential. Analogously, attractive interactions are modelled with short-ranged Lennard–Jones potentials^83^. A range of affinities between beads and cognate binders were sampled in the weak biochemical range, from 3.0 *K*_B_*T* to 8.0 *K*_B_*T* (where *K*_B_ is the Boltzmann constant and *T* the system temperature). In addition, binders interact nonspecifically with the polymer with a lower affinity, sampled from 0 *K*_B_*T* to 2.7 *K*_B_*T*. For the sake of simplicity, the same affinity strengths were used for all different binding site types. The total binder concentration was taken above the polymer coil–globule transition threshold^83^. For each of the considered cases, ensembles of up to 450 distinct equilibrium configurations were derived. Full details about the model and simulations are discussed in Barbieri et al.^83^ and Chiariello et al.^84^.

In silico GAM NPMI matrices were obtained from the ensemble of 3D structures by applying the in silico GAM algorithm^10^, here generalized to simulate the GAM protocol with 3 NPs per GAM sample and to perform NPMI normalization. In silico GAM NPMI matrices can be obtained using previously published algorithms^10^, by aggregating the content of three in silico slices into one tube, and then applying the NPMI normalization formula (see the section ‘Visualization of pairwise chromatin contact matrices’, therein^10^). Specifically, the same number of slices were used as in the GAM experiments, 249 × 3 NPs for mES cellCs and 585 × 3 NPs for DNs. Pearson’s correlation coefficients were used to compare the in silico and experimental NPMI GAM matrices.

Example of single 3D conformations were rendered by a third-order spline of the polymer bead positions, with regions of interest highlighted in different colours. To quantify the size and variability of the 3D structures in mES cells and DNs, the average gyration radius (*R*_g_) was measured from the selected domains encompassing and surrounding the *Nrxn3* gene, expressed in dimensionless units *σ* in Fig. 3d, Extended Data Fig. 7e. Analyses and plots were produced with the Anaconda package v.4.7.12, and 3D structure visualizations were produced with POV Ray, v.3.7 (http://www.povray.org/download/).

### Cryosections for FISH experiments

Fixed and cryopreserved hippocampal CA1 tissue and mES cells were cryosectioned as previously described (see ‘Cryoblock preparation and cryosectioning’ above) with an approximate thickness of 400 nm and transferred to glass coverslips (thickness number 1.5, diameter 10 mm) coated with laminin (Sigma-Aldrich, P8920) according to the manufacturer’s instructions for the three-colour FISH experiment (TSS, middle and TES), or washed in 100% ethanol and autoclaved for the immunofluorescence whole-gene FISH experiment (nucleolus, *Rbfox1*).

### BAC probes labelling and precipitation

BACs targeting the *Rbfox1* locus (Supplementary Table 11) were obtained from the BACPAC Resources Center (https://bacpacresources.org) and amplified from glycerol stocks using a MIDIprep kit (NucleoBond Xtra BAC purification kit, Machery-Nagel, 740436). Purified BACs were labelled using a nick translation kit (Abbott Molecular, 7J0001) according to the manufacturer’s instructions and the following fluorophores (all Invitrogen, Thermo Fisher Scientific): ChromaTide Alexa Fluor 488-5-dUTP (C11397), ChromaTide Alexa Fluor 568-5-dUTP (C11399) and Alexa Fluor 647-aha-dUTP (A32763). Labelled BAC probes were co-precipitated with yeast tRNA (20 μg μl^–1^ final concentration; Invitrogen, AM7119) and mouse *Cot-1* DNA (3 μg μl^–1^ final concentration; Invitrogen, 18440-016) overnight at −20 °C. After clean up in 70% ethanol, the probes were dissolved in 100% deionized formamide (for 1 h; Sigma, F9037) before adding (1:1) a 2× hybridization mix (20% dextran sulfate, 0.1 M phosphate buffer in 4× saline-sodium citrate (SSC); mixing for 1 h), denatured (10 min, 80 °C), and reannealed (30 min, 37 °C) before hybridization.

### Immunolabelling before FISH

Immunofluorescence labelling of the nucleolus was performed as described above (‘Immunofluorescence detection for confocal microscopy’) by incubating the cryosections overnight (at 4 °C) with a mouse monoclonal antibody anti-nucleophosmin B23 (a gift from H. Busch^49^), followed by incubation (1 h) with donkey antibodies raised against mouse IgG conjugated with Alexa Fluor-555 (Invitrogen). Before cryo-FISH, the bound antibodies were fixed (1 h, 4 °C) in 8% depolymerized PFA (EM-grade) in 250 mM HEPES–NaOH (pH 7.6) and rinsed in PBS.

### Cryo-FISH

Cryo-FISH was performed as previously described^2,23^ with a few modifications. In brief, cryosections were washed (30 min) in 1× PBS, rinsed with 2× SSC (Sigma, S6639) and incubated (2 h, 37 °C) in 250 μg ml^–1^ RNase A (Sigma, R4642) in 2× SSC. After washing in 2× SSC, cryosections were treated (10 min) with 0.1 M HCl, dehydrated in ethanol (30%, 50%, 70%, 90%, 100% series, 3 min each on ice) and denatured (10 min) at 80 °C in 70% formamide, 2× SSC, 0.05 M phosphate buffer (pH 7.4). Cryosections were dehydrated as described above, and overlaid on hybridization mixture on HybriSlip (Invitrogen, H18202). After sealing with rubber cement and incubation (48 h, 37 °C) in a moist chamber, cryosections were washed (25 min, 42 °C) in 50% formamide in 2× SSC, (30 min, 60 °C) in 0.1× SSC and (10 min, 42 °C) in 0.1% Triton X-100 in 4× SSC. After rinsing with 1× PBS, coverslips were mounted in Vectashield mounting medium (anti-Fading) with DAPI (Vector Laboratories, H-1200).

### Cryo-FISH microscopy

Cryo-FISH images were collected sequentially with a Leica TCS SP8-STED confocal microscope (Leica Microsystems DMI6000B-CS) using Leica Application Suite X v.3.5.5.19976 and a HC PL APO CS2 ×63/1.40 oil objective (numerical aperture of 1.4, Plan Apochromat) (see ‘Immunofluorescence detection for confocal microscopy’) using the following settings: 405-nm excitation and 420–500-nm emission (for DAPI), 488-nm excitation and 510–535-nm emission (for probes labelled with ChromaTide Alexa Fluor-488 and for nucleophosmin), 568-nm excitation and 586–620-nm emission (for probes labelled with ChromaTide Alexa Fluor-568), 647-nm excitation and 657–700-nm emission (for probes labelled with Alexa Fluor-647), and 555-nm excitation and 586–640-nm emission (for immunofluorescence labelling of nucleophosmin with Alexa Fluor-555). All images were collected with a ×4 zoom at 1,024 × 1,024 pixel resolution (pixel size of 0.0451 μm, resolution of 22.1760 pixels μm^–1^).

### Cryo-FISH image analysis

Images were analysed using Fiji software (v.2.0.0-rc-69/1.52p)^88^. All images were pre-processed as previously described^23^. Genomic foci were visually identified, and areas of the manually defined objects were measured using the Fiji-Area tool. For the cryo-FISH experiment combined with immunofluorescence, the location of genomic loci in relation to the nuclear lamina or nucleolus was assessed on the basis of the overlap of foci with the nucleolus (identified by nucleophosmin immunolabelling) or the nuclear lamina (as defined by the periphery of the DAPI staining) by at least three pixels. To determine the distance between the TSS, middle and TES genomic foci, we took the centre of mass of the selected objects, as defined by Fiji-Center of mass function (the brightness-weighted average of the *x* and *y* coordinates of all pixels within the selected areas). Distances between the objects were measured using the Fiji-Line tool between the centres of mass defined for each object. Images for visualization in figure panels were processed using Fiji or Adobe Photoshop CS6, for which adjustments included the optimization of the dynamic signal range with contrast stretching.

### Determination of differential contacts between GAM datasets

Significant differences in pairwise contacts between a pair of GAM datasets were determined as previously described with modifications^9^. In brief, genomic windows with low detection, defined as less than 2% of the distribution of all detected genomic windows for each chromosome, were removed from both datasets to be compared. Contacts were filtered to be within 0.5–5 Mb distance and above 0.15 NPMI, and NPMI contact frequencies at each genomic distance of each chromosome were normalized by computing a *Z*-score transformation, and a differential matrix (*D*) was derived by subtracting the two *Z*-score normalized matrices^9^.

### TF-binding site analysis

To find TF-binding motifs present within specific contacts, significant differential contacts were determined for DNs and PGNs. Accessible regions within the differential contacts were determined using scATAC-seq for PGNs^81^ and DNs. To account for methodological differences, including lower sequencing depth in PGN scATAC-seq data (Extended Data Fig. 4l), we considered only the peaks that occurred in >10% of cells (>10 cells in DNs; >13 in PGNs). Motif finding within accessible regions in significant contacts was performed using the Regulatory Genomics Toolbox (v.0.12.3; https://www.regulatory-genomics.org/motif-analysis/introduction/) with TF motifs (from the HOCOMOCO database, v.11)^89^ obtained for TFs expressed in either DNs or PGNs (R-log ≥ 2.5) to determine the percentage of windows containing each TF motif. Next, TF motifs were filtered based on (1) the percentage of windows containing the motif (>5%) and (2) the differential expression in either PGNs or DNs (–log_10_(adjusted *P* value)  > 3, see ‘Differential gene expression analysis’ above), which resulted in 50 TF motifs for feature pair analysis (33 TF motifs from PGNs and 17 from DNs; Extended Data Fig. 9c, d).

Feature pairs associated with specific contacts were determined as previously described^9^ and testing the 1,275 combinations of motif pairs (1,225 heterotypic motif pairs and 50 homotypic motif pairs). The number of contacts containing each pair of selected TF motifs (PGN_TF_ and DN_TF_), together with the percentage of total significant differential contacts in PGNs and DNs (PGN and DN), were used to determine the enrichment score for all TF feature pair interactions (that is, the ratio between frequencies of contacts in PGNs or DNs, (PGN_TF_/PGN)/(DN_TF_/DN)). The effectiveness of a TF pair for discriminating between contacts from PGNs and DNs was assessed by using the information gain measure^90^. Enrichment and information gain for all TF feature pair interactions, as well as differential expression values for TFs (DNs compared to PGNs), can be found in Supplementary Table 13. The top feature pairs were extracted on basis of the highest information gain (ten feature pairs), PGN enrichment (five feature pairs) and DN enrichment (five feature pairs) scores. Contact overlaps for top feature pairs were visualized using UpSet plots.

### Network and community detection analysis of TF-binding sites in significant differential contacts

To determine the interconnectivity between different TF motifs found in accessible regions of significant differential contacts, the number of contacts for each pair of TF motifs (1,275 pairs) was determined. After filtering pairs of TF motifs involved in less than 20% of the total contacts (15,833 and 5,400 contacts minimum in PGNs and DNs, respectively), a network was built for each cell type with TF motifs as nodes and number of contacts as weighted edges. The Leiden algorithm was used to detect communities of strongly interconnected nodes, using the leiden package in R^91,92^, with a resolution of 1.01 for both PGNs and DNs (Extended Data Fig. 10f, Supplementary Table 14).

### GAM aggregated contact plots

To visualize the average contact intensity for a set of genomic contacts, NPMI contact frequencies at each genomic distance of each chromosome were first normalized by computing a *Z*-score transformation. The resulting *Z*-score values were determined for each contact and for each contact in a 4-bin radius (50-kb bins). For each chromosome, *Z*-score values for each set of contacts and for the surrounding bins were summarized by the arithmetic mean. Mean values computed for each chromosome were added together and divided by the number of chromosomes.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this paper.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-021-04081-2.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Video 1 ***Nrxn3*** **locus PRISMR model mES cells**. Example polymer model for mES cells in the *Nrxn3* locus (chr12:87,600,000–92,400,000).

Supplementary Video 2 ***Nrxn3*** **locus PRISMR model DNs**. Example polymer model for DNs in the *Nrxn3* locus (chr12:87,600,000–92,400,000).

Supplementary Table 1 **4DN sample IDs for mES cell GAM samples**. List of ID numbers from the 4DN portal (https://data.4dnucleome.org/) for multiplex-GAM mES cell samples.

Supplementary Table 2 **Experimental, sequencing and QC metrics**. Details of the sequencing datasets generated for this study (number of nuclear slices, negative controls) including sequencing depth, experimental batch and QC measurements.

Supplementary Table 3 **TAD border coordinates**. List of TAD border coordinates for each cell type and replicate.

Supplementary Table 4 **Insulation scores**. List of insulation scores (range 100–1,000 kb) for each cell type and replicate.

Supplementary Table 5 **Compartment EV and classification**. List of compartment eigenvector value scores and A/B classification for each cell type and replicate.

Supplementary Table 6 **Details of published datasets and scRNA/ATAC-seq**. Details of published datasets and types of data accessed for this study, including accession numbers. An overview of RNA/ATAC-seq generated in this study is also included.

Supplementary Table 7 **Full GO terms and associated genes**. Full GO terms for all analyses (genes tested, background genes) performed in this study, including unfiltered GO terms that were enriched above background (see Methods).

Supplementary Table 8 **Domain melting score analysis**. Details of genes tested in the domain melting score analysis, including gene length, length-scaled RPM values and melting score.

Supplementary Table 9 **3D polymer coordinates for the** ***Nrxn3*** **locus in mES cells**. List of *x*, *y*, *z* coordinates for each polymer structure derived from GAM mES cells for the *Nrxn3* locus.

Supplementary Table 10 **3D polymer coordinates for the** ***Nrxn3*** **locus in DNs**. List of *x*, *y*, *z* coordinates for each polymer structure derived from GAM DNs for the *Nrxn3* locus.

Supplementary Table 11 **BAC details for cryo-FISH experiments**. Details of BAC probes used for the *Rbfox1* cryo-FISH experiments, including BAC IDs and genomic coordinates.

Supplementary Table 12 **Cell-type-specific differential expression analysis**. Details of the differential gene expression analysis for scRNA-seq datasets used in this study, including replicate expression values, fold-change and adjusted *P* values.

Supplementary Table 13 **TF motif feature pair analysis**. Details of all 1,275 TF motif feature pairs tested in the TF motif analysis, including number of significant differential contacts in PGNs or DNs, info gain and enrichment score metrics, and PGN versus DN differential expression values.

Supplementary Table 14 **TF motif network and community analysis**. List of TF motifs in the network detection and community analysis. For each motif, the total number of connections and community assignment are listed.

Supplementary Table 15 **ENA accession numbers for mES cell scRNA-seq samples**. List of ENA accession numbers (https://www.ebi.ac.uk/ena/browser/home) and experimental batch for mESC cell transcriptomes generated in this study.

## Data Availability

Raw fastq sequencing files for all samples from DN, PGN and OLG GAM datasets, together with non-normalized co-segregation matrices, normalized pair-wised chromatin contacts maps and raw GAM segregation tables are available from the GEO repository under accession number GSE148792. Raw fastq sequencing files for mES cell GAM datasets are available from 4DN data portal (https://data.4dnucleome.org/). The 4DN sample IDs for all samples used in the study are available in Supplementary Table 1. All polymer model 3D structures produced for the analyses of this work are available in Supplementary Tables 9 and 10. Raw confocal and laser microdissection images, as well as images and ROIs for cryo-FISH experiments are available at: https://github.com/pombo-lab/WinickNg_Kukalev_Harabula_Nature_2021/tree/main/microscopy_images/. Raw single cell mES cell transcriptome data are available from ENA data portal (https://www.ebi.ac.uk/ena/browser/home). The ENA sample IDs for all samples used in the study are available in Supplementary Table 15. Position sorted BAM files for ATAC-seq data from mES cells and DNs are available from the GEO repository under accession number GSE174024, together with processed bigwig files. A public UCSC session with all data produced, as well as all published data utilized in this study is available at http://genome-euro.ucsc.edu/s/Kjmorris/Winick_Ng_2021_GAMbrainpublicsession. Source data are provided with this paper.

## Source data

Source Data Fig. 1
Source Data Fig. 2
Source Data Fig. 3
Source Data Fig. 4
Source Data Fig. 5
Source Data Extended Data Fig. 1
Source Data Extended Data Fig. 2
Source Data Extended Data Fig. 3
Source Data Extended Data Fig. 4
Source Data Extended Data Fig. 5
Source Data Extended Data Fig. 6
Source Data Extended Data Fig. 7
Source Data Extended Data Fig. 8
Source Data Extended Data Fig. 9
Source Data Extended Data Fig. 10
Source Data Extended Data Fig. 11
Source Data Extended Data Fig. 12

## References

[1] Jung I (2019). A compendium of promoter-centered long-range chromatin interactions in the human genome. Nat. Genet..

[2] Beagrie RA (2017). Complex multi-enhancer contacts captured by genome architecture mapping. Nature.

[3] Quinodoz SA (2018). Higher-order inter-chromosomal hubs shape 3D genome organization in the nucleus. Cell.

[4] Fraser J (2015). Hierarchical folding and reorganization of chromosomes are linked to transcriptional changes in cellular differentiation. Mol. Syst. Biol..

[5] Beagan JA (2020). Three-dimensional genome restructuring across timescales of activity-induced neuronal gene expression. Nat. Neurosci..

[6] Bonev B (2017). Multiscale 3D genome rewiring during mouse neural development. Cell.

[7] Walczak A (2013). Novel higher-order epigenetic regulation of the *Bdnf* gene upon seizures. J. Neurosci..

[8] Harabula A, Pombo A (2021). The dynamics of chromatin architecture in brain development and function. Curr. Opin. Genet. Dev..

[9] Beagrie, R. A. et al. Multiplex-GAM: genome-wide identification of chromatin contacts yields insights not captured by Hi-C. Preprint at *bioRxiv*10.1101/2020.07.31.230284 (2021).

[10] Fiorillo L (2021). Comparison of the Hi-C, GAM and SPRITE methods by use of polymer models of chromatin. Nat. Methods.

[11] Hughes EG, Orthmann-Murphy JL, Langseth AJ, Bergles DE (2018). Myelin remodeling through experience-dependent oligodendrogenesis in the adult somatosensory cortex. Nat. Neurosci..

[12] Stackman RW, Cohen SJ, Lora JC, Rios LM (2016). Temporal inactivation reveals that the CA1 region of the mouse dorsal hippocampus plays an equivalent role in the retrieval of long-term object memory and spatial memory. Neurobiol. Learn. Mem..

[13] Keiflin R, Janak PH (2015). Dopamine prediction errors in reward learning and addiction: from theory to neural circuitry. Neuron.

[14] Crane E (2015). Condensin-driven remodeling of X-chromosome topology during dosage compensation. Nature.

[15] Monahan K (2012). Role of CCCTC binding factor (CTCF) and cohesin in the generation of single-cell diversity of protocadherin-α gene expression. Proc. Natl Acad. Sci. USA.

[16] Hirayama T, Tarusawa E, Yoshimura Y, Galjart N, Takeshi Y (2012). CTCF is required for neural development and stochastic expression of clustered *Pcdh* genes in neurons. Cell Rep..

[17] Yu Y, Suo L, Wu Q (2012). Protocadherin α gene cluster is required for myelination and oligodendrocyte development. Zoolog. Res..

[18] Ray TA (2020). Comprehensive identification of mRNA isoforms reveals the diversity of neural cell-surface molecules with roles in retinal development and disease. Nat. Commun..

[19] Zuckerkandl E (1976). Gene control in eukaryotes and the *c*-value paradox "excess" DNA as an impediment to transcription of coding sequences. J. Mol. Evol..

[20] Müller WG, Walker D, Hafer GL, McNally JG (2001). Large-scale chromatin decondensation and recondensation regulated by transcription from a natural promoter. J. Cell Biol..

[21] King IF (2013). Topoisomerases facilitate transcription of long genes linked to autism. Nature.

[22] Bianco S (2018). Polymer physics predicts the effects of structural variants on chromatin architecture. Nat. Genet..

[23] Branco MR, Pombo A (2006). Intermingling of chromosome territories in interphase suggests role in translocations and transcription-dependent associations. PLoS Biol..

[24] Bustos FJ (2017). Epigenetic editing of the *Dlg4/PSD95* gene improves cognition in aged and Alzheimer’s disease mice. Brain.

[25] Klaassen RV (2016). Shisa6 traps AMPA receptors at postsynaptic sites and prevents their desensitization during synaptic activity. Nat. Commun..

[26] Gorini G, Roberts AJ, Mayfield RD (2013). Neurobiological signatures of alcohol dependence revealed by protein profiling. PLoS ONE.

[27] Wang J (2011). Genome-wide expression analysis reveals diverse effects of acute nicotine exposure on neuronal function-related genes and pathways. Front. Psychiatry.

[28] Bell RL (2010). Gene expression changes in the nucleus accumbens of alcohol-preferring rats following chronic ethanol consumption. Pharmacol. Biochem. Behav..

[29] Repunte-Canonigo V (2015). Identifying candidate drivers of alcohol dependence-induced excessive drinking by assembly and interrogation of brain-specific regulatory networks. Genome Biol..

[30] Duclot F, Kabbaj M (2017). The role of early growth response 1 (EGR1) in brain plasticity and neuropsychiatric disorders. Front. Behav. Neurosci..

[31] Sun Z (2019). EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity. Nat. Commun..

[32] Magklara A (2011). An epigenetic signature for monoallelic olfactory receptor expression. Cell.

[33] Kambere MB, Lane RP (2007). Co-regulation of a large and rapidly evolving repertoire of odorant receptor genes. BMC Neurosci..

[34] Gabel HW (2015). Disruption of DNA-methylation-dependent long gene repression in Rett syndrome. Nature.

[35] Zhao YT (2018). Long genes linked to autism spectrum disorders harbor broad enhancer-like chromatin domains. Genome Res..

[36] Leidescher, S. et al. Spatial organisation of transcribed eukaryotic genes. Preprint at *bioRxiv*10.1101/2020.05.20.106591 (2021).

[37] Vaags AK (2012). Rare deletions at the neurexin 3 locus in autism spectrum disorder. Am. J. Hum. Genet..

[38] Lee J-A (2016). Cytoplasmic Rbfox1 regulates the expression of synaptic and autism-related genes. Neuron.

[39] Guzmán YF (2017). A gain-of-function mutation in the *GRIK2* gene causes neurodevelopmental deficits. Neurol. Genet..

[40] Guidi S (2008). Neurogenesis impairment and increased cell death reduce total neuron number in the hippocampal region of fetuses with Down syndrome. Brain Pathol..

[41] Bradley CA (2016). Simulated binding of transcription factors to active and inactive regions folds human chromosomes into loops, rosettes and topological domains. Nucleic Acids Res..

[42] Lüscher C, Malenka RC (2011). Drug-evoked synaptic plasticity in addiction: from molecular changes to circuit remodeling. Neuron.

[43] Lüscher C, Ungless M (2006). The mechanistic classification of addictive drugs. PLoS Med..

[44] Monahan K, Horta A, Lomvardas S (2018). LHX2- and LDB1-mediated trans interactions regulate olfactory receptor choice. Nature.

[45] Tan L (2021). Changes in genome architecture and transcriptional dynamics progress independently of sensory experience during post-natal brain development. Cell.

[46] Ansoleaga B (2013). Dysregulation of brain olfactory and taste receptors in AD, PSP and CJD, and AD-related model. Neuroscience.

[47] Peric-Hupkes D (2010). Molecular maps of the reorganization of genome–nuclear lamina interactions during differentiation. Mol. Cell.

[48] Bizhanova A, Yan A, Yu J, Zhu LJ, Kaufman PD (2020). Distinct features of nucleolus-associated domains in mouse embryonic stem cells. Chromosoma.

[49] Valdez BC (1994). Identification of the nuclear and nucleolar localization signals of the protein p120. J. Biol. Chem..

[50] Sawamoto K (2001). Generation of dopaminergic neurons in the adult brain from mesencephalic precursor cells labeled with a nestin–GFP transgene. J. Neurosci..

[51] Matsushita N (2002). Dynamics of tyrosine hydroxylase promoter activity during midbrain dopaminergic neuron development. J. Neurochem..

[52] Falcão AM (2018). Disease-specific oligodendrocyte lineage cells arise in multiple sclerosis. Nat. Med..

[53] Matsuoka T (2005). Neural crest origins of the neck and shoulder. Nature.

[54] Sousa VH (2009). Characterization of Nkx6-2-derived neocortical interneuron lineages. Cereb. Cortex.

[55] Jaitner C (2016). Satb2 determines miRNA expression and long-term memory in the adult central nervous system. eLife.

[56] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[57] Quinlan AR, Hall IM (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics.

[58] Dixon JR (2015). Chromatin architecture reorganization during stem cell differentiation. Nature.

[59] Phillips-Cremins JE (2013). Architectural protein subclasses shape 3-D organization of genomes during lineage commitment. Cell.

[60] Lex A (2014). UpSet: visualization of intersecting sets. IEEE Trans. Vis. Comput. Graph..

[61] Ying QL, Stavridis M, Griffiths D, Li M, Smith A (2003). Conversion of embryonic stem cells into neuroectodermal precursors in adherent monoculture. Nat. Biotechnol..

[62] Ferrai C (2017). RNA polymerase II primes Polycomb-repressed developmental genes throughout terminal neuronal differentiation. Mol. Syst. Biol..

[63] Kolodziejczyk AA (2015). Single cell RNA-sequencing of pluripotent states unlocks modular transcriptional variation. Cell Stem Cell.

[64] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[65] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinformatics.

[66] Aronesty, E. ea-utils: Command-line tools for processing biological sequencing data. https://expressionanalysis.github.io/ea-utils/ (2011).

[67] Kar G (2017). Flipping between Polycomb repressed and active transcriptional states introduces noise in gene expression. Nat. Commun..

[68] Marques S (2016). Oligodendrocyte heterogeneity in the mouse juvenile and adult central nervous system. Science.

[69] Zeisel A (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science.

[70] La Manno G (2016). Molecular diversity of midbrain development in mouse, human, and stem cells. Cell.

[71] Macosko EZ (2015). Highly parallel genome-wide expression profiling of individual cells using nanoliter droplets. Cell.

[72] McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: uniform manifold approximation and projection. *J. Open Source Softw*. 10.21105/joss.00861 (2018).

[73] Li H (2009). The sequence alignment/map format and SAMtools. Bioinformatics.

[74] Ramirez F (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[75] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[76] Picelli S (2014). Tn5 transposase and tagmentation procedures for massively scaled sequencing projects. Genome Res..

[77] Corces MR (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods.

[78] Tarasov A, Vilella AJ, Cuppen E, Nijman IJ, Prins P (2015). Sambamba: fast processing of NGS alignment formats. Bioinformatics.

[79] Granja JM (2021). ArchR is a scalable software package for integrative single-cell chromatin accessibility analysis. Nat. Genet..

[80] Cusanovich DA (2018). A single-cell atlas of in vivo mammalian chromatin accessibility. Cell.

[81] Sinnamon JR (2019). The accessible chromatin landscape of the murine hippocampus at single-cell resolution. Genome Res..

[82] Zambon AC (2012). GO-Elite: a flexible solution for pathway and ontology over-representation. Bioinformatics.

[83] Barbieri M (2012). Complexity of chromatin folding is captured by the strings and binders switch model. Proc. Natl Acad. Sci. USA.

[84] Chiariello AM, Annunziatella C, Bianco S, Esposito A, Nicodemi M (2016). Polymer physics of chromosome large-scale 3D organisation. Sci. Rep..

[85] Fiorillo L (2020). Inference of chromosome 3D structures from GAM data by a physics computational approach. Methods.

[86] Plimpton S (1995). Fast parallel algorithms for short-range molecular dynamics. J. Comput. Phys..

[87] Kremer K, Grest GS (1990). Dynamics of entangled linear polymer melts: a molecular-dynamics simulation. J. Chem. Phys..

[88] Schindelin J (2012). Fiji: an open-source platform for biological-image analysis. Nat. Methods.

[89] Kulakovskiy IV (2018). HOCOMOCO: towards a complete collection of transcription factor binding models for human and mouse via large-scale ChIP-seq analysis. Nucleic Acids Res..

[90] Larose, D. T. & Larose, C. D. Discovering Knowledge in Data. An Introduction to Data Mining 2nd edn (Wiley, 2014).

[91] Traag VA, Waltmann L, van Eck NJ (2019). From Louvain to Leiden: guaranteeing well-connected communities. Sci. Rep..

[92] Kelly, S. T. leiden: R implementation of the Leiden algorithm. R version 0.3.3 https://github.com/TomKellyGenetics/leiden (2019).

[93] Pombo, A., Edwards, P. A. W., Nicodemi, M., Scialdone, A. & Beagrie, R. A. Genome architecture mapping. International patent PCT/EP2015/079413 (2015).

How the deposited data were processed for this re-analysis (not part of the article)

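The data analysed were the accessible peaks of DNs from snATAC-seq of the midbrain VTA of male mice, in 2 libraries with 113 and 103 nuclei in the DN cluster. The authors mapped reads to mm10 with cellranger-atac 1.2.0, filtered nuclei and clustered them with ArchR 0.9.1, chose the DN cluster by gene scores of *Th* and other markers, generated pseudobulk replicates and called reproducible peaks by iterative overlap merging. The deposited list gives a chromosome, a start and an end for each of 55326 peaks. It has no score, height, p-value or count per peak, and both libraries are pooled in it. The paper describes a further filter on peaks found in at least 10% of nuclei, and the paper's text does not say whether it had been applied to the list. The list gave the same number of peaks and covered bp as the source data of Extended Data Fig. 9b in each of the 1999 windows held here. The paper's total of 8939526 fragments for DNs is the depth behind the calls. A region without a peak is therefore one where no peak was called at this depth, and weak accessibility cannot be excluded. Intervals given for shares of peaks or genes are 95% exact binomial confidence intervals and cover counting error only.

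Starts in the list were read as counted from 0, and coordinates are printed counted from 1. If the starts in the list were themselves counted from 1, printed starts and peak widths would be off by 1 bp. Peaks were assigned to genes and windows by an overlap of at least 1 bp. Genes and melting scores, lsRRPM, lsARPM, compartments and sensitivity to topoisomerase I inhibition for the 479 long genes were taken from Supplementary Table 8, and positions of *Vmn* and *Olfr* genes from the source data of Extended Data Fig. 12c. Other genes came from GENCODE M21, and sequence from GRCm38, which has the same chromosome sequences as mm10. Long genes were called melting at a score above 5. The median peak density of a gene list was set against 10000 random lists of the same size drawn within quartiles of gene length, and called different above the 97.5th or below the 2.5th percentile. Lists of genes melting in DNs only and in PGNs only were set against 10000 random splits. Receptor genes were extended by 5 kb on each side and compared with 10000 sets of random positions of the same lengths on the same chromosomes. Because neighbouring receptor genes are not independent, a comparison added after the results were seen placed whole clusters of them, joined at distances of at most 1 Mb, at random on the same chromosome, or on any chromosome at positions every 10 kb with a matching GC content. No p-value was computed, because genes of 1 pooled list are not replicates. The genes named were fixed before the data were examined: the genes the paper names as melting, accessible or in a DN hub, its markers of DNs and of other cell types, and the 3 long genes with the highest and the 3 with the lowest peak density. The result for 1 marker of another cell type, and summaries over all markers of other cell types, are not reported.

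To describe the sequence of peaks, the consensus sequences CCASYAGRKGGC for CTCF, TRTTTAC for forkhead factors, CAGATGG for the *Neurod* E-box and GCGKGGGCG for *Egr1* (S is C or G, Y is C or T, R is A or G, K is G or T) were searched on both strands of peaks and of 500-bp windows 2 kb away on either side that overlap no peak. They are short consensus sequences and not the motif models of the paper. GCGTGGGCG was added for *Egr1* after the results were seen, because GCGKGGGCG shares words with its backward reading. Uniqueness of sequence was measured with 50-mers sampled every 200 bp over receptor genes and every 20 kb over all chromosomes, counted on both strands of the genome. Alternatives included counting a peak by its centre, a random draw of 50% of the peaks, scores of the other DN replicate, a higher melting threshold and random lists matched on other properties.

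The procedures were tested on simulated data. With peak densities simulated for the 479 long genes, the comparison of melting with other genes called 3% of 200 simulations without a difference and 98% of those with a planted ratio of 1.5, with a median recovered ratio of 1.50. For lists as small as those of genes melting in DNs only and in PGNs only (46 genes), 5.5% of simulations without a difference and 64.5% with a planted ratio of 2 were called. The comparison with random positions drawn 1 by 1 called 4% of 100 simulated sets of 300 genes without a difference and 100% of those in which the share with a peak was lowered by 50%. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.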

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

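The tests that place whole clusters of receptor genes, and that of the depth of the data, were chosen after the result was seen. The paper places *Vmn* and *Olfr* genes in compartments and does not report their accessibility. In the DN list, 25 of the 1385 receptor genes of Extended Data Fig. 12c had a peak in the gene or within 5 kb (1.81%, 95% exact binomial confidence interval 1.17 to 2.65%), which is more than none but far fewer than at random positions of the same lengths on the same chromosomes, where the median share was 20.1% and the lowest of 10000 sets had 16.2%. The share was 1.38% of 290 *Vmn* genes and 1.92% of 1095 *Olfr* genes. These random positions were drawn 1 by 1, whereas receptor genes lie in clusters, so their range is too narrow. When the 65 clusters of receptor genes at most 1 Mb apart were placed whole at random on the same chromosome, the median share was 19.7%, 95% of sets lay between 14.8 and 26.1%, and the lowest had 10.5%, so clustering is not the cause.

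Loss of reads from near-identical paralogs would spare genes with unique sequence. Among the 838 receptor genes in which at least 90% of sampled 50-mers occur once in the genome, the share with a peak was 2.15%, still below every set of random positions, the lowest of which had 14.1%. With whole clusters placed, the lowest had 8.71%. This argues against lost reads as the whole cause. The receptor gene regions have a low median GC content of 37.5%, and random positions matched to it had a median share of 6.02%, with 95% of sets between 4.86 and 7.25%. With whole clusters placed on any chromosome at a GC content within 1 percentage point of their own, the median share was 9.31%, with 95% of sets between 7.22 and 11.5%. GC content, or what goes with it, therefore lowers the random level by much but not to the observed share. Membership of compartment B in DNs was also set against compartment A. The share was 3.40% of the 235 receptor genes in compartment A and 1.48% of the 1150 in compartment B, both below every random set of positions drawn 1 by 1 or in whole clusters, so that compartment B alone does not account for the low share. The random positions and placements come from the same list and so from the same depth, and the lowest GC-matched placement of whole clusters still had 4.69%. Because depth was not varied, this value cannot decide whether weak peaks were lost first at receptor genes, and an effect of depth stays open. Also open are the density of active genes around the receptor clusters and the silent state in which the paper describes many of these genes, neither of which was tested. The 25 genes with a peak within 5 kb were not examined one by one, and a peak there can belong to a neighbouring gene: with the gene body alone, 5 receptor genes (0.361%) had a peak.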

How the results depend on the processing

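The alternatives were fixed before the data were examined, except random lists within quartiles of gene GC content, which were added afterwards, as was the random placement of whole clusters of receptor genes. Each of the 10 alternatives that could be run left the higher density of peaks in genes melting in DNs past the random-list threshold. Ratios lay between 1.56 and 2.22, and percentiles were at least 99.99. Where only the random lists changed (no matching, or matching on lsRRPM, compartment or GC content), the ratio of 1.56 could not move. Those alternatives test the percentile only. The random median was 13.1 peaks per Mb without matching, 13.8 with compartment, 14.6 with lsRRPM and 14.7 with GC content. That of the melting genes was 18.5. The higher density in genes melting only in DNs than in genes melting only in PGNs also stayed above the threshold, with ratios between 1.80 and 2.65. The shares of *Vmn* and *Olfr* genes with a peak stayed below every set of random positions with the gene body alone and with genes extended by 20 kb, and below every random placement of whole clusters. All 7 DN markers had a peak with the gene body alone.

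Values without a test moved as follows. The covered length per 50-kb window was 1000 bp as a median, 541 bp over all windows from the first to the last peak, 1282 bp on autosomes only and 1276 bp with each peak assigned whole to the window of its centre, against 1270 bp. The Spearman correlation of peak density with lsARPM was 0.82 with a random 50% of the peaks, against 0.88. That with the melting score was 0.41 with the DNs R2 score and 0.26 with a random 50% of the peaks, against 0.27. *Nrxn3* had 12.4 peaks per Mb with a random 50% of the peaks, where fewer peaks lower every density by construction, and its rank moved from 133 to 131. Its rank by peak centres was 128. The percentile of the *Egr1* TAD was 94.8 among all windows including those without a peak and 91.6 with a random 50% of the peaks, against 94.4. Apart from the random draw, which removes peaks by construction, and the counting of windows without a peak, the cause of these changes was not tested.

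Comparisons with the higher-scoring part of the peaks, planned for the covered length and for melting genes, were not run because the list gives no score. No paired analysis was possible because both libraries are pooled in 1 list, and for the same reason no alternative leaves out a library. The depth limits the results to peaks called from 216 nuclei together.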

Other observations

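The tests of the *Egr1* consensus with K and with T, of the length of topoisomerase-sensitive genes and of genes other than receptor genes in the stretches were chosen after the values they explain were seen, and the comparison of melting genes within quartiles of GC content was added to the alternatives after the data were examined. The other tests here were set before their results were seen.

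The higher density of DN peaks in melting long genes was tested against other properties of the genes. Among random lists drawn within quartiles of gene GC content, the median of the melting genes was at the 100th percentile, although GC content had a Spearman correlation of 0.63 and a Pearson correlation of 0.62 with peak density across long genes. Within DNs R1 compartments it was also at the 100th percentile, within quartiles of lsRRPM in DNs at the 99.99th, and without the first 50 kb from the TSS at the 100th, with a ratio of 1.76. None of these properties, taken singly, removed the difference. Combinations of them were not tested, and the melting scores and the peaks come from different animals, so that a biological link between melting and accessibility in DNs remains a hypothesis. DN peak density had a Spearman correlation of 0.10 with the melting score in PGNs R1, against 0.27 in DNs R1, and of 0.28 with that in OLGs, so the relation across all long genes was not confined to the DN score. The Pearson correlations were 0.0018 with the score in PGNs R1, 0.17 in DNs R1 and 0.13 in OLGs.

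Long genes that the paper lists as sensitive to topoisomerase I inhibition had a median of 11.5 DN peaks per Mb in 93 genes, against 14.1 in the other 386 long genes. This was at percentile 3.72 of random lists without matching, inside the range of the random lists, so no difference was called. Among lists within quartiles of lsRRPM in DNs the sensitive genes lay below the range of those lists, at percentile 0.205, so expression in DNs does not account for their lower median. Sensitive genes are longer, with a median of 852.3 kb against 435.9 kb, and lists within quartiles of gene length put them at percentile 52.2, and lists within quartiles of GC content at percentile 49.1. The random median was 13.1 peaks per Mb without matching and 11.5 when matched on length or on GC content. Lists of like length, or of like GC content, thus had the same median as the sensitive genes. The lists without matching already held that median, and length and GC content were not separated, so neither is shown to be the cause. Among melting genes, the 24 sensitive genes were at percentile 61.4 of lists matched on length. No biological explanation was tested.

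The X chromosome had few DN peaks, 4.42 per Mb against at least 14.8 per Mb on each autosome. A lower density of genes would leave the share of open promoters unchanged. A peak lay within 1 kb of the outermost annotated TSS for 36.6% of 948 protein-coding genes on the X chromosome (95% exact binomial confidence interval 33.5 to 39.8%), below every autosome, which ranged from 44.6 to 65.5%. The gap was wider away from promoters, with 1.87 peaks per Mb against 10.0 to 24.5 per Mb on autosomes. Repeated sequence is more frequent on the X chromosome, where 73.2% of sampled positions gave a 50-mer found once in the genome, against 81.7 to 90.8% on autosomes. Per Mb of such unique sequence, the X chromosome still had 2.55 peaks outside promoters, against 11.4 to 27.0 on autosomes. Gene density and repeats therefore do not account for the pattern. The nuclei came from male mice, with a single X chromosome and so fewer fragments per locus, and that lower depth could remove weak peaks first. This explanation stays open, because the list holds no counts to test it.

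The 20 longest stretches between neighbouring peaks span 84.8 Mb in all, from 2.89 to 12.2 Mb each. The longest lies on the X chromosome from 23693155 to 35888385, and 6 of the 20 are on the X chromosome. Unknown bases make up 2.87% of their sequence, so gaps in the assembly are not the cause for the stretches as a whole. They are uneven, with 1730610 in the longest stretch and 552327 in that on the X chromosome from 123103701 to 133687523. No other stretch has more than 50000. Repeated sequence in the stretches was not tested. Over all 20 they hold 6.64 protein-coding genes per Mb, a ratio of 0.805 to the genome, but 250 receptor genes in 5 of the stretches raise this value. Without *Olfr* and *Vmn* genes, the median over the stretches was a ratio of 0.205 to the genome, and 14 of the 20 were under 50% of the genome level. Whether a low number of genes is the cause therefore stays open for most of the stretches, and it cannot be the cause in all of them. Of the 20, 3 were above the genome level, on chromosome 7 from 19920932 to 24081581 and from 31208602 to 34123336 and on chromosome 5 from 93268792 to 96161314. No biological explanation was tested.

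Consensus sequences of TFs differed in how they marked DN peaks. The CTCF consensus CCASYAGRKGGC occurred in 5.25% of peaks and 0.313% of flanking windows, a ratio of 16.8, whereas the same consensus read backwards had a ratio of 2.48. Matches were 24.0 times denser in the central 100 bp of peaks than in their outer parts. Base composition of the peaks does not account for this. The forkhead consensus occurred in 12.8% of peaks and 13.6% of flanking windows, a ratio of 0.939, and the *Neurod* E-box in 11.5% and 12.0%, a ratio of 0.960, so neither was more frequent in peaks than in flanking windows. Read backwards, however, they had lower ratios, 0.699 and 0.867, so that both were less depleted in peaks than this control. Both were also denser at the centre of peaks than in the outer parts, by 1.30 and 1.47 times, whereas read backwards they were not, at 0.746 and 0.960 times, which base composition would not give. The *Egr1* consensus GCGKGGGCG had a ratio of 19.3 and read backwards a ratio of 22.7, but the backward reading shares the words in which K is G, so that this comparison does not decide. With T in place of K, where no word is shared, the ratio was 12.2, against 25.7 read backwards, so base composition is a candidate explanation for the higher frequency in peaks. Matches to it were, however, 2.15 times denser in the centre of peaks than in the outer parts, against 1.31 read backwards, which base composition would not give, so whether it is the whole cause stays open. The paper's own motif models were not used here.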
